# Macrophage OTUD1‐CARD9 axis drives isoproterenol‐induced inflammatory heart remodelling

**DOI:** 10.1002/ctm2.1790

**Published:** 2024-08-08

**Authors:** Jinfu Qian, Qinyan Wang, Jiachen Xu, Shiqi Liang, Qingsong Zheng, Xiaocheng Guo, Wu Luo, Weijian Huang, Xiaohong Long, Julian Min, Yi Wang, Gaojun Wu, Guang Liang

**Keywords:** CARD9, heart failure, inflammation, isoproterenol, macrophage, OTUD1

## Abstract

**Background:**

Chronic inflammation contributes to the progression of isoproterenol (ISO)‐induced heart failure (HF). Caspase‐associated recruitment domain (CARD) families are crucial proteins for initiation of inflammation in innate immunity. Nonetheless, the relevance of CARDs in ISO‐driven cardiac remodelling is little explored.

**Methods:**

This study utilized Card9^−/−^ mice and reconstituted C57BL/6 mice with either Card9^−/−^ or Otud1^−/−^ marrow‐derived cells. Mechanistic studies were conducted in primary macrophages, cardiomyocytes, fibroblasts and HEK‐293T cells.

**Results:**

Here, we demonstrated that CARD9 was substantially upregulated in murine hearts infused with ISO. Either whole‐body CARD9 knockout or myeloid‐specific CARD9 deletion inhibited ISO‐driven murine cardiac inflammation, remodelling and dysfunction. CARD9 deficiency in macrophages prevented ISO‐induced inflammation and alleviated remodelling changes in cardiomyocytes and fibroblasts. Mechanistically, we found that ISO enhances the activity of CARD9 by upregulating ovarian tumour deubiquitinase 1 (OTUD1) in macrophages. We further demonstrated that OTUD1 directly binds to the CARD9 and then removes the K33‐linked ubiquitin from CARD9 to promote the assembly of the CARD9‐BCL10‐MALT1 (CBM) complex, without affecting CARD9 stability. The ISO‐activated CBM complex results in NF‐κB activation and macrophage‐based inflammatory gene overproduction, which then enhances cardiomyocyte hypertrophy and fibroblast fibrosis, respectively. Myeloid‐specific OTUD1 deletion also attenuated ISO‐induced murine cardiac inflammation and remodelling.

**Conclusions:**

These results suggested that the OTUD1‐CARD9 axis is a new pro‐inflammatory signal in ISO‐challenged macrophages and targeting this axis has a protective effect against ISO‐induced HF.

**Key points:**

- Macrophage CARD9 was elevated in heart tissues of mice under chronic ISO administration.
- Either whole‐body CARD9 knockout or myeloid‐specific CARD9 deficiency protected mice from ISO‐induced inflammatory heart remodeling.
- ISO promoted the assembly of CBM complex and then activated NF‐κB signaling in macrophages through OTUD1‐mediated deubiquitinating modification.
- OTUD1 deletion in myeloid cells protected hearts from ISO‐induced injuries in mice.

## 1 INTRODUCTION

Extracellular stress, including neurohumoral mediators and biomechanical stress, activates intracellular signalling pathways in the heart, finally inducing cardiac hypertrophy. Interestingly, the initial adaptive response is beneficial in that it facilitates maintenance of normal cardiac activity, however, continued pathological hypertrophy can eventually result in heart failure (HF).^1^ High‐dose isoproterenol (ISO), a sympathomimetic nonselective β‐adrenergic receptor (β‐AR) agonist, is reported to induce myocardial inflammation, necrosis, hypertrophy, fibroblast proliferation and aberrant systolic‐diastolic activity, which mimics the pathological alterations that occur in human HF cardiac tissue.^2^ Recent evidences showed that the elevation of infiltrated macrophages and proinflammatory mediators is observed in ISO‐induced cardiac remodeling.^3^, ^4^ Prolonged unchallenged inflammation eventually gives rise to HF development and progression,^5^ indicating that cardiac inflammation is a potential target for innovative treatment of HF.^6^, ^7^ Despite the availability of several effective therapies for HF, its morbidity and mortality rates remain high, imposing significant burdens on society.^8^ Hence, identification of novel molecules or modulatory signalling networks related to cardiac inflammation is critically necessary to prevent and/or treat adrenergic stimulation‐related HF.

Caspase‐associated recruitment domain (CARD)‐containing sensor and adaptor protein families are essential for initiation of inflammation in innate immunity response to microbial infection.^9^ Recent studies also showed that the intracellular CARD family of proteins mediates downstream signalling in sterile inflammation of certain non‐infectious disorders, such as heart diseases.^10^, ^11^ Recent research has shown that RIPK2 (CARD3), NOD1 (CARD4), CARD6, CARD9, NOD2 (CARD15) play protective roles in hearts against hypertrophy caused by pressure overload.^12^, ^13^, ^14^, ^15^, ^16^ However, the involvement of CARD family member in cardiac remodelling induced by ISO remains largely has not been extensively studied. Herein, we found that, among the CARD family, CARD9 was most highly expressed in mouse heart tissues under ISO infusion. CARD9 is expressed particularly in immunoreactive cells, such as macrophages, neutrophils and dendritic cells. Emerging evidence demonstrated that CARD9 could interact with B‐cell lymphoma/leukaemia 10 (BCL10) and mucosa‐associated lymphoid tissue lymphoma translocation protein 1 (MALT1) to generate a CARD9‐BCL10‐MALT1 complex (CBM) to regulate the production of cytokines and chemokines via activating nuclear factor κB (NF‐κB) in presence of extra‐ and intracellular proinflammatory stimuli.^17^ Although the role of CARD9 in HF remains unclear, we consider that exploring the function of CARD9 and its underlying mechanisms in ISO‐induced HF may reveal new targets or strategies for treating this disease.

In this study, we further found that myeloid‐specific CARD9 deficiency protected mice from ISO‐driven cardiac inflammation, remodelling and dysfunction. Mechanistically, we demonstrated that a deubiquitinating enzyme, ovarian tumour deubiquitinase 1 (OTUD1), directly deubiquitinated CARD9 to promote the assembly of the CBM complex and then activate NF‐κB signalling in macrophages. This paper identified the OTUD1‐CARD9 axis in macrophages as a newly identified modulator of ISO‐stimulated cardiac remodelling.

## 2 METHODS AND MATERIALS

### 2.1 General reagents

The reagents utilized in our experiments are comprehensively listed in Table S1.

### 2.2 Animal experiments

Male C57BL/6 (wild‐type, WT) mice were sourced from the Laboratory Animal Center of Wenzhou Medical University. Card9 knockout mice were generously by Prof. Xinming Jia from Tongji University School of Medicine. Otud1 knockout mice were obtained from Prof. You Fuping from Peking University Health Science Center. All animals were kept under constant room temperature and a 12 h light/dark cycle with lights turning on at 7:30 AM. The timing of our animal experiments is concentrated in the morning and all experiments of different groups were conducted at a consistent time to minimize variability possibly caused by the circadian rhythms or other time‐related factors. All mice protocols received approval by the Laboratory Animal Ethics Committee of Wenzhou Medical University (approval no. wydw2021‐0438) and abided by the guidelines established by the National Institutes of Health.

Model 1: 7−8 weeks old male Card9^−/−^ and WT mice were arbitrarily separated into four cohorts (*n* = 6): WT + Sham, WT + ISO, Card9^−/−^ + Sham and Card9^−/−^ + ISO. 30 mg·kg^−1^·day^−1^ ISO was given via osmotic pumps over 2 weeks, as reported in a prior article.^18^

Model 2: Bone marrow transplantation (BMT) model 1. One week before transplantation, 5−6 weeks old male WT mice were provided with acidified water with neomycin and polymyxin B sulphate. Mice then underwent total body irradiation (800 cGy X‐rays). After 12 h, these WT mice were then intravenously administered with 5 × 10^6^ BM cells from 6 weeks old male Card9^−/−^ or WT mice, as previously described.^18^ After 3 weeks, the chimeric mice received ISO as aforementioned.

Model 3: BMT model 2. One week before transplantation, 5−6 weeks old male WT mice were provided with acidified water with neomycin and polymyxin B sulphate. Mice were subjected to total body irradiation (800 cGy X‐rays). After 12 h, intravenous injection of 5 × 10^6^ BM cells from 6 weeks old male Otud1^−/−^ mice or WT mice to these recipient mice. After 3 week, the chimeric mice were received ISO as aforementioned.

Mice were anaesthetized with 1−2% isoflurane and underwent transthoracic echocardiography (Vevo 3100, Fujifilm VisualSonics) to evaluate cardiac function one day before sacrifice. Following the sacrifice of the mice under isoflurane anaesthesia, heart tissues and blood were extracted for further assessment. RT‐qPCR analysis of primary mouse peritoneal macrophages (MPMs) and heart samples was used to validate the effectiveness of the BMT.

### 2.3 Single‐cell RNA sequencing

Hearts were dissociated into single cells by dissociation solution. Using the 10X Chromium platform (10X Genomics) 3‐prime kit (v2), we built a single‐cell library. The cDNA amplification, library preparation and sequencing were performed by LC‐BIO. The demultiplexing, barcoded processing, gene counting and aggregation were done using the Cellranger v6.0. Seurat v4.0 was applied to perform the subsequent analysis. The data have been uploaded to the GEO database (GSE271946).

### 2.4 Cell isolation and culture

MPMs isolation utilized a previously reported protocol.^19^ Mice were administered with a single intraperitoneal 6% thioglycollate solution. After 36–48 h, mice were euthanized and their peritoneal cavity was perfused with RPMI‐1640 medium. The harvested cells were quantified and seeded in RPMI‐1640 medium supplemented with 10% FBS, 100 mg/mL streptomycin and 100 U/mL penicillin.

The isolation and culture of adult mouse cardiomyocytes (ACMs) and fibroblasts (ACFs) were followed by previously established methods.^20^ The digestion process consisted of sequential injections into the left ventricle administered with a peristaltic pump: EDTA buffer, perfusion buffer (EDTA‐free) and collagenase buffer (0.05 mg/mL Protease XIV, 0.5 mg/mL Collagenase II and Collagenase IV,). The cardiac myocytes were allowed to settle through four gravity sedimentation steps, interspersed with three intermediate buffers that incrementally reintroduced calcium to physiologic levels. Cardiac fibroblasts were harvested from the supernatant after the first settling phase of the cardiomyocytes and cultured, passaged and then collected. Cardiomyocytes and fibroblasts were grown in DMEM with 4.5 g/L glucose, 10% FBS, 100 U/mL penicillin and 100 mg/mL streptomycin.

The isolation of cardiomyocytes, fibroblasts and macrophages was performed under strictly standardized conditions. For each group, cells were isolated using the same protocol and by the same technician to ensure consistency within all treatments and comparisons. In addition, the HEK 293T cells were acquired from the Cell Bank, Chinese Academy of Sciences, and grown in the same culture hub as the ACMs.

### 2.5 RT‐qPCR

We extracted and purified total RNA from tissues and cells using RNAiso Plus. The isolated RNA was subsequently reverse‐transcribed into cDNA using the PrimeScript RT reagent kit. For RT‐qPCR analysis, we used the SYBR Green reagent kit. The primers used for this analysis, obtained from Tsingke, are summarized in Table S2.

### 2.6 Western blotting and co‐immunoprecipitation

The protein isolation from heart tissues and cells was conducted using RIPA buffer. Protein quantification was done via the Bradford assay. Equal quantities of proteins were electrophoresed and transferred to PVDF membranes. The membranes were blocked using 5% non‐fat dry milk, followed by incubation with primary antibodies, and subsequently with secondary antibodies. The immunolabelled proteins were detected via enhanced chemiluminescence, and protein quantification utilized ImageJ.

Using co‐immunoprecipitation and immunoblotting (IB), we obtained protein‐bead complexes. The cell lysates were incubated with primary antibodies, and subsequently with protein A+G‐sepharose beads. Protein‐bead complexes were rinsed, denaturated, electrophoresed, transferred and identified using an IB antibody. In addition, immune complexes were detected the same as in western blotting. Target protein quantification utilized ImageJ.

### 2.7 Immunofluorescence staining

Frozen tissues underwent embedding in OCT compound and were sectioned into 5 µm thick slices for CARD9, F4/80, α‐actinin and Vimentin staining. Slides were counterstained with DAPI. MPMs were stained with NF‐κB P65. Staining observation image capture utilized the fluorescence microscope (Nikon).

### 2.8 Histopathological evaluation

The partial tissue underwent fixation in 4% formaldehyde, followed by dehydration, embedding in paraffin and sectioned into 5 µm thick slices, with subsequent H&E staining for histopathological assessment and Sirius Red staining to evaluate cardiac fibrosis under the light microscope (Nikon).

### 2.9 Enzyme‐linked immunosorbent assay

IL‐6 and TNF‐α contents were assessed via corresponding enzyme‐linked immunosorbent assay kits and associated protocols.

### 2.10 Gene overexpression

Gene overexpression was established in cells by transfecting unique plasmids. Plasmids encoding Flag‐OTUD1, Flag‐OTUD1 C320S, HA‐Ub, HA‐Ub‐K33 were generated by Genechem (Shanghai). Plasmid encoding Myc‐CARD9 and GFP‐BCL10 were constructed by Sino Biological (Beijing). Transfection of 293T cells and MPMs with plasmids was conducted via Lipofectamine 3000.

### 2.11 Statistical analysis

All experiments were random and blinded. The data are presented as the mean ± SEM. Data normality was assessed using the Shapiro–Wilk test. For comparison between the two groups, a two‐tailed Student's *t*‐test was used for normally distributed data, while the Mann–Whitney *U* test was applied for non‐normal distribution data. Multiple group comparisons were performed with one‐way ANOVA followed by Tukey's multiple comparison test when the assumption of normal distribution was satisfied. Otherwise, the Kruskal–Wallis test was used for further analysis. Two‐way ANOVA with Tukey's multiple comparison test was employed when analyzing interactions between more than two variables. *p* < 0.05 was considered significant.

## 3 RESULTS

### 3.1 Macrophage CARD9 was elevated in heart tissues of mice under chronic ISO administration

We determined whether Card family genes are linked to murine ISO‐stimulated cardiac injury. We demonstrated a marked rise in the Card6, Card9, Card11, Card14 and Card15 transcript expressions in mouse cardiac tissues following ISO infusion. Among them, the Card9 gene exhibited the largest changing fold (Figure S1). We also noted an upregulation in CARD9 protein expression in ISO‐challenged mouse hearts (Figure 1A). 

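The paper describes dissociated heart cells, captured on the droplet-based 10X Chromium platform. Each mRNA molecule is tagged there with a cell barcode and a unique molecular identifier (UMI), so that UMIs count molecules rather than PCR copies. Mitochondrial UMIs were only 0.591% of the Sham total and the nuclear RNA Malat1 was 10.3%. The barcodes may thus hold nuclei, which is not settled, and a cell below means a barcode. The Sham library was made from the cells of 3 to 5 hearts combined into 1 sample, and there was no replicate library. The sample labels describe the Sham mice as operated on without constriction of the aorta, and not as a control of isoproterenol infusion. The design text of the deposit refers to uninjured mice instead, and the difference was not settled. The paper gives the 3-prime kit as v2 and the sample labels give version 3. The authors deposited the UMI counts per gene and barcode without normalization. The paper names Cell Ranger 6.0 for the counting, while the header of the deposited matrix names Cell Ranger 7.1.0. Whether reads in introns were counted is not named in the paper's text, so the UMI levels may include them. The genome build and the filter that selected barcodes were not named in the paper's text. The Sham matrix held 28146691 UMIs from 9935 barcodes and listed 55357 genes. Its barcodes had a median of 1964 UMIs and 1164 detected genes, and the lowest total was 500 UMIs. From these counts, 1 barcode with fewer than 200 detected genes and 459 barcodes called as doublets by Scrublet (4.62%) were removed, which left 9475 cells with 25943020 UMIs. No limit was set on the mitochondrial share. The cells were normalized to 10000 UMIs and clustered with the Leiden algorithm at resolution 1, on 30 principal components of 2000 variable genes, with Card9 and the other genes named in the paper left out of the clustering. Each cluster was named from at least 3 marker genes of a fixed list, so a cluster called macrophages is macrophage-like by these markers. The cell types are rebuilt ones and can differ from the paper's. Levels are sums of UMIs over all cells of a type, per 1000000 UMIs of that type, with exact Poisson 95% intervals. Shares have exact Clopper-Pearson 95% intervals. With 1 library, no test between cell types was made, and the intervals cover counting error only.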

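Card9 (ENSMUSG00000026928) lies on the minus strand of chromosome 2 from 26352176 to 26360918 in the GENCODE M21 annotation of GRCm38, as a protein-coding gene. The antisense transcript Gm13562 overlaps it over 8274 bp, and whether the counting used strand is not named in the paper's text. Gm13562 itself was at 2.72 per 1000000 UMIs in Sham macrophages (0.997 to 5.91). A total of 108 Card9 UMIs were found in 102 of the Sham cells. Macrophages had 82 of them, a level of 37.1 per 1000000 UMIs (29.5 to 46.1). Cardiomyocytes had 17 UMIs, a level of 1.26 per 1000000 (0.734 to 2.02). The 3 UMIs in endothelial cells gave 1.24 per 1000000 (0.255 to 3.62), and the 1 UMI in fibroblasts gave 0.184 per 1000000 (0.00467 to 1.03). Pericytes had 0 Card9 UMIs among 1838542 UMIs, which allows up to 1.63 per 1000000 at a limit of 3 counts (exact interval up to 2.01). The level in macrophages was 29.4 times that in cardiomyocytes (17.3 to 53.0) and 33.9 times that in all other cells together (21.6 to 54.9), which is larger than the counting error. Smooth muscle cells had 0 Card9 UMIs among only 127313 UMIs. This allows up to 23.6 per 1000000 at the limit of 3 counts, and up to 29.0 by the exact interval. A level well below that of macrophages was thus not resolved there.

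**Figure D1:**
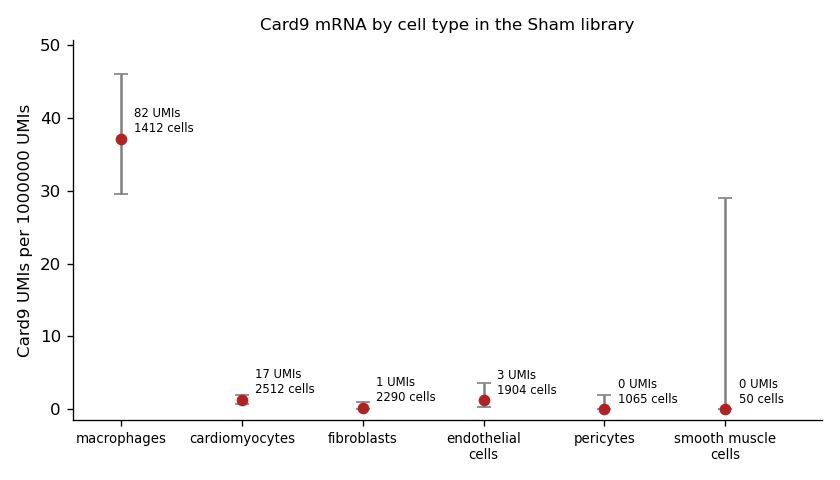
Card9 UMIs per 1000000 UMIs (vertical axis) in 6 cell types of the Sham library (horizontal axis), as points for the level over all cells of a type with exact Poisson 95% intervals as bars and the Card9 UMIs and cells printed beside them. The macrophage interval, 29.5 to 46.1, lies above all the others, and the interval of smooth muscle cells is wide because it rests on few cells.

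The number of cells with a Card9 UMI was low in every type at this depth. A Card9 UMI was seen in 76 macrophages (5.38%, 4.26 to 6.69) at a median of 1314.5 UMIs per cell, and in 17 cardiomyocytes (0.677%, 0.395 to 1.08) at a median of 4507.5. To compare cell types at one depth, each cell was thinned to 1000 UMIs in 1 random draw, which left out 401 macrophages, 36 cardiomyocytes and 211 fibroblasts with fewer UMIs. The share was then 2.97% of macrophages (2.01 to 4.21) and 0.121% of cardiomyocytes (0.0250 to 0.354). It was 0 of 2079 fibroblasts, which allows a share of up to 0.144% at the limit of 3 counts. Fibroblasts, with a median of 2155 UMIs per cell, were taken to lack Card9 and to show the background from free RNA, and the share in macrophages was above it by more than the counting error. Of all Card9 UMIs in the Sham library, 75.9% (66.7 to 83.6) lay in macrophages. When each cell was typed by its own marker genes in place of its cluster, the setting that moved this share most, 58.3% (48.5 to 67.7) of the Card9 UMIs lay in macrophages. That setting left 2897 cells without a type, and these held 34 Card9 UMIs. The level in its macrophages was 34.2 per 1000000 UMIs. The paper reads the main site of Card9 mRNA from a UMAP plot of the Sham cells by type (Figure S2), and then turns to CARD9 protein in cultured macrophages, cardiomyocytes and fibroblasts (Figure 1B).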

Our single‐cell RNA sequencing data using the mouse cardiac tissues of the Sham group showed that the Card9 mRNA expression was mainly distributed in macrophages (Figure S2). To elucidate the cellular source of enhanced CARD9 in ISO‐driven models, we analyzed CARD9 protein levels in cultured MPMs, ACMs and ACFs. CARD9 was predominantly expressed in macrophages and showed a time‐dependent increase upon ISO challenge (Figure 1B,C). The double immunofluorescence staining also showed that CARD9 expression was increased predominantly in F4/80+ infiltrated macrophages (Figure 1D), rather than α‐actinin+ cardiomyocytes (Figure 1E) and Vimentin+ fibroblasts (Figure 1F). Thus, we identified macrophage CARD9 as a potential regulator in ISO‐based cardiac remodelling.

**FIGURE 1:**
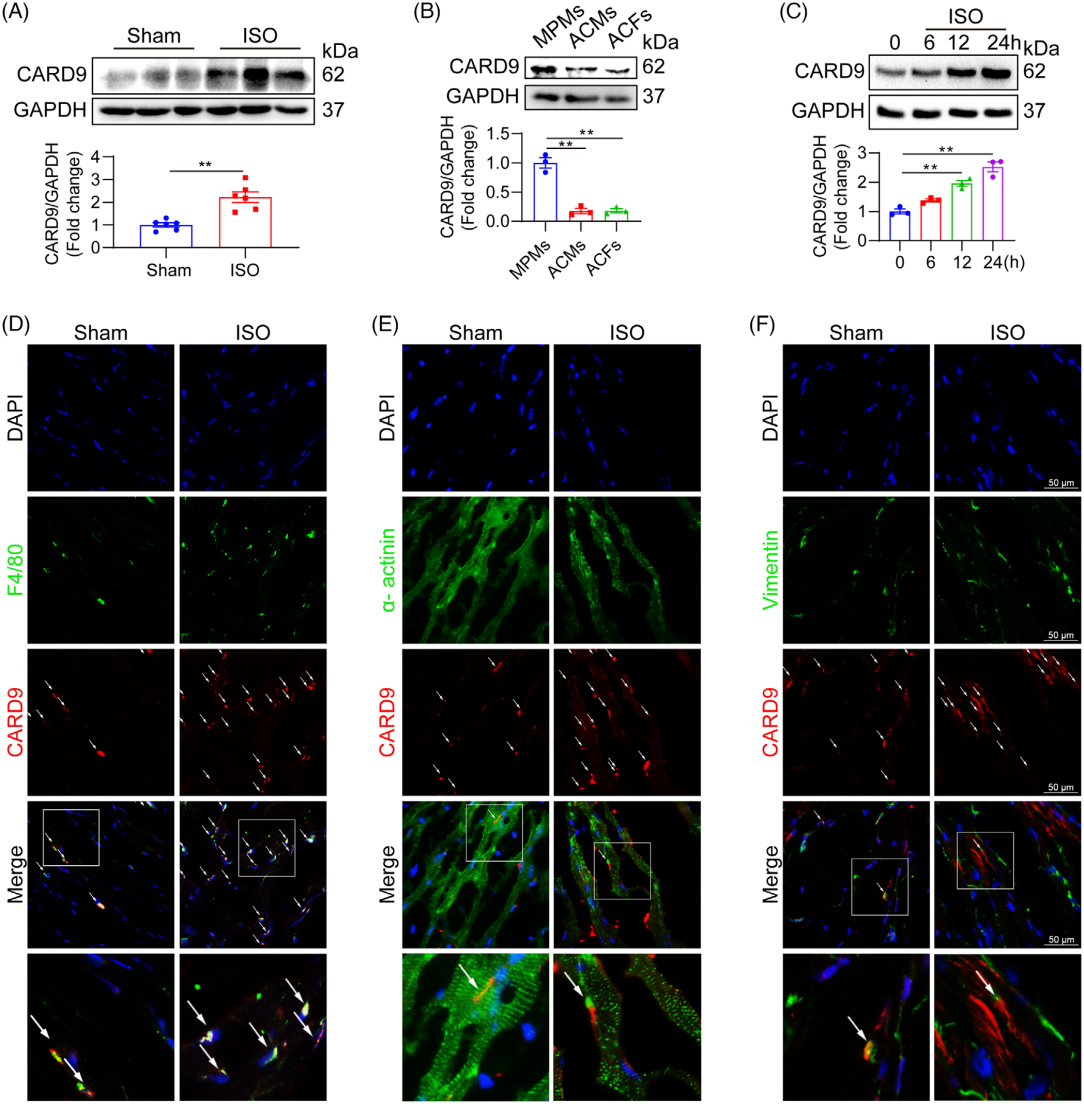
Macrophage CARD9 was elevated in heart tissues under chronic ISO administration in mice. (A). WT mice were provided with 30 mg·kg^−1^·day^−1^ ISO over a period of two weeks. Typical immunoblots of CARD9 in cardiac tissues. GAPDH served as the loading reference (*n* = 6). (B) Representative immunoblots of CARD9 in MPMs, ACMs and ACFs. GAPDH was the loading reference (*n* = 3). (C) MPMs were exposed to 20 µM ISO for specific durations. CARD9 protein expressions were examined through Western blotting analysis (*n* = 3). (D–F) WT mice were provided with 30 mg·kg^−1^·day^−1^ ISO over 2 weeks. Typical immunofluorescence images depicting CARD9 (red) and F4/80 (green, D), α‐actinin (green, E) or Vimentin (green, F) staining in heart sections with ISO infusion. Sections received DAPI counterstaining (blue). Arrows indicate CARD9‐ positive cells (scale bar = 50 µm). Data provided as mean ± SEM; **p < 0.01.

### 3.2 CARD9 depletion inhibited ISO‐driven cardiac hypertrophy, fibrosis and inflammatory response

To elucidate the CARD9 significance in ISO‐driven cardiac remodelling, we used Card9^−/−^ mice. Non‐invasive echocardiography showed that CARD9 deficiency attenuated cardiac dysfunction in ISO‐challenged mice, as demonstrated by elevated ejection fraction (EF) and fractional shortening (FS) (Table 1 and Figure S3A). CARD9 deficiency suppressed ISO‐induced hypertrophic response, indicated by decreased gross heart size, heart weight (HW)/body weight (BW), heart weight (HW)/tibia length (TL), left ventricular (LV) mass and LV anterior wall end‐diastolic dimension (Figure 2A and Table 1). WGA staining also revealed that Card9 knockout decreased cardiomyocyte size in ISO‐challenged mice (Figure 2B,C). Based on our histological analysis of cardiac tissues, the level of the structural disorder and interstitial fibrosis were limited by CARD9 insufficiency (Figure 2D–F). Consistently, the protein and mRNA expressions of hypertrophic factors β‐MyHC and ANP, as well as fibrotic factors COL‐1 and TGF‐β1, in ISO‐induced hearts were significantly inhibited by CARD9 knockout (Figure 2G,H and Figure S3B). It is widely reported that CARD9 can recruit and then interact with BCL10 and MALT1 to form a CBM complex that triggers the activation of NF‐κB‐dependent inflammatory response in macrophages.^21^ We examined this signal in heart tissues. The interaction of CARD9 and BCL10 in heart tissues was significantly enhanced under the ISO challenge (Figure 2I and Figure S3C). As a consequence, NF‐κB activation, including P65 phosphorylation and IκB degradation, and inflammatory cytokine overexpression were observed in ISO‐induced mouse hearts, while CARD9 deletion significantly inhibited these changes (Figure 2J–L and Figure S3D). In addition, CARD9 knockout also decreased ISO‐induced the mRNA of chemokines (Cxcr2 and Cxcl1) (Figure S3E). These findings demonstrated that CARD9 depletion abrogates ISO‐driven cardiac dysfunction, remodelling and inflammation.

**TABLE 1:** Echocardiographic demographics of experimental mice.

Model (1)	WT+Sham (*n* = 6)	WT+ISO (*n* = 6)	Card9^−/−^+Sham (*n* = 6)	Card9^−/−^+ISO (*n* = 6)
HW/BW (mg/g)	4.96±0.09	5.87±0.14^**^	5.18±0.13	5.13±0.20^##^
HW/TL (mg/mm)	6.36±0.15	7.99±0.13^**^	6.54±0.18	7.06±0.21^#^
LVIDs (mm)	2.04±0.21	2.56±0.14^ns^	1.90±0.19	2.13±0.19^ns^
LVIDd (mm)	3.15±0.25	3.48±0.15^ns^	2.94±0.25	3.29±0.29^ns^
EF%	66.28±3.05	52.86±1.63^**^	66.73±2.08	65.52±1.69^##^
FS %	36.00±2.23	26.52±0.96^**^	35.67±1.47	35.13±1.32^##^
LV mass (mg)	94.03±10.23	143.6±13.39^*^	78.83±8.02	99.78±11.84^#^
LVAWs (mm)	1.24±0.10	1.42±0.04^ns^	1.23±0.10	1.38±0.07^ns^
LVAWd (mm)	0.74±0.04	1.03±0.03^**^	0.83±0.05	0.88±0.03^#^

*Note*: Transthoracic echocardiography was performed on mice at the end of the animal study.

Abbreviations: BW, body weight; EF, ejection fraction; FS, fractional shortening; HW, heart weight; LVAWd, left ventricular anterior wall end‐diastolic dimension; LVAWs, left ventricular anterior wall end‐systolic dimension; LVIDd, left ventricular end‐diastolic internal diameter; LVIDs, left ventricular end‐systolic internal diameter; ns, not significant; TL, tibial length.

Data presented as mean & SEM, ^*^ *p* < 0.05, ^**^ *p *< 0.01 relative to WT+ Sham. ^#^ *p* < 0.05, ^##^ *p* < 0.01 relative to WT+ ISO.

**FIGURE 2:**
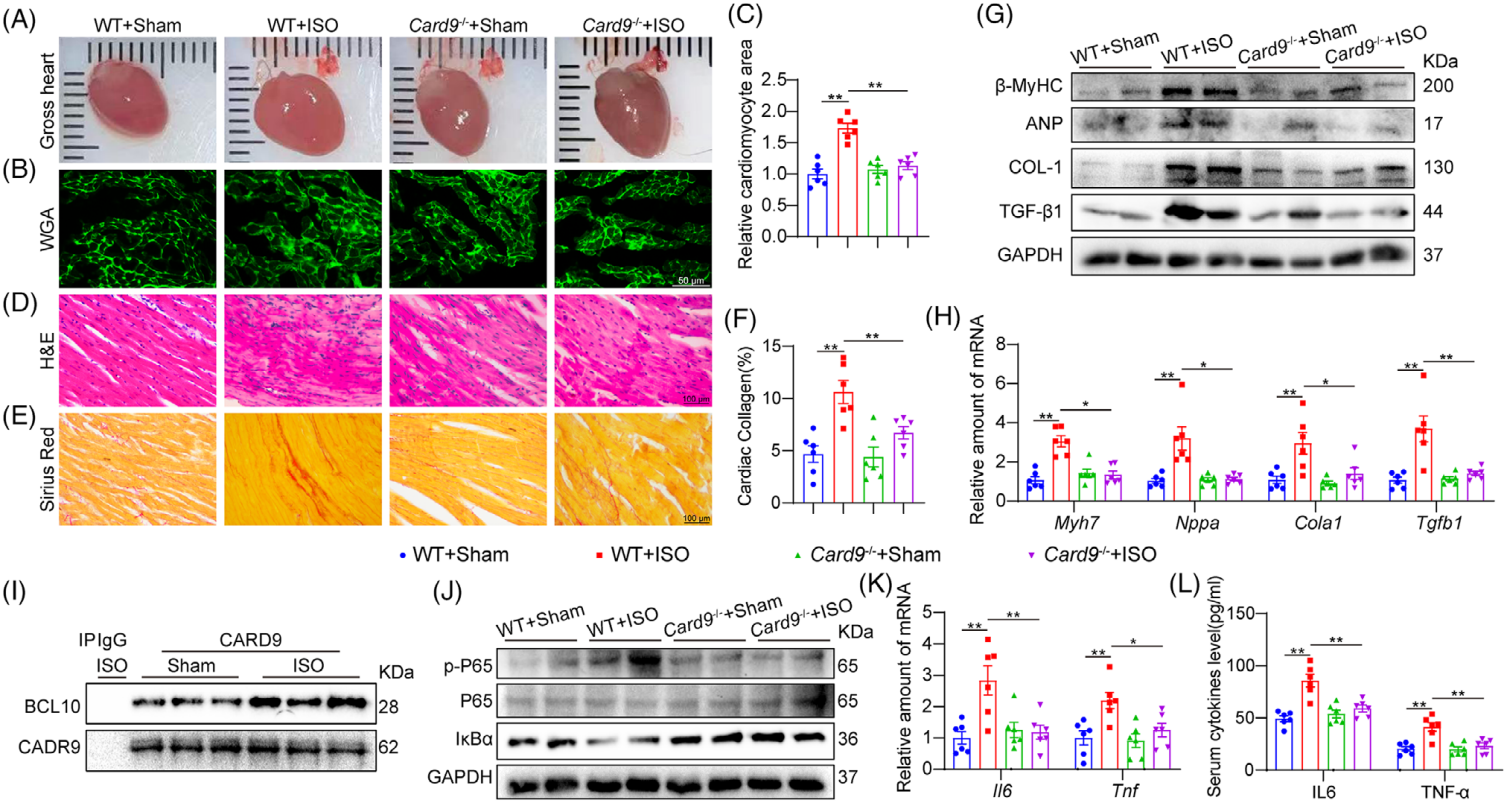
CARD9 deficiency suppressed ISO‐driven cardiac hypertrophy, fibrosis and inflammatory response. Card9^−/−^ and WT mice were provided with 30 mg·kg^−1^·day^−1^ ISO over 2 week. (A) Representative images of gross hearts. (B, C) Cardiomyocyte areas were assessed through WGA staining (scale bar = 50 µm) (B) and quantitative assessment (C) (*n* = 6). (D) Representative H&E staining of cardiac sections (scale bar = 100 µm). (E, F) Typical Sirius Red cardiac sections staining (scale bar = 100 µm) (E) and quantitative analysis (F) (*n* = 6). (G) Representative immunoblots of β‐MyHC, ANP, COL‐1 and TGF‐β1 in cardiac tissue. GAPDH was the loading reference. (H) Myh7, Nppa, Cola1 and Tgfb1 transcript expressions in cardiac tissues were measured by real‐time PCR. Actb mRNA was the loading reference (*n* = 6). (I) Typical immunoblots depicting the CARD9 and BCL10 co‐immunoprecipitation (co‐IP) in cardiac tissues. Endogenous CARD9 was IP using an anti‐CARD9 antibody. IgG served as the IP reference. (J) Typical p‐P65 and IκB‐α protein analyses via western blot assay in mouse cardiac tissue lysates. P65 and GAPDH were the loading references. (K) The cardiac Il6 and Tnf contents as analyzed by RT‐PCR. Actb mRNA was the loading reference (*n* = 6). (L) The circulating IL6 and TNF‐α contents as analyzed by ELISA (*n* = 6). Data presented as mean ± SEM; *p < 0.05; **p < 0.01.

### 3.3 Marrow‐derived cell CARD9 regulated ISO‐driven cardiac injuries

To further validate the critical significance of myeloid CARD9 in ISO‐challenged mice, we carried out the BMT investigation. WT mice were irradiated to deplete BMs and then received transplants of BM from either WT or Card9^−/−^ mice to generate the WT mice with WT BM (WT→WT) and with CARD9–deficient BM (Card9^−/−^→WT). We validated the effectiveness of BM deficiency and reconstitution via examination of Card9 transcript expressions in cardiac tissues and MPMs isolated from these two cohorts (Figure S4). Echocardiography assessment revealed that Card9^−/−^→WT mice were resistant to ISO‐induced changes in systolic dysfunction relative to WT→WT mice (Table 2 and Figure S5A). Transplantation of Card9^−/−^ BM cells to WT mice also inhibited cardiac hypertrophy under ISO infusion compared with the control chimeric mice (Table 2 and Figure 3A–C). The degrees of cardiac structural disorder and fibrosis were strongly decreased in ISO‐infused myeloid Card9‐deficient mice, as indicated by H&E and Sirius Red staining (Figure 3D–F). The β‐MyHC, ANP, COL‐1 and TGF‐β1 protein and mRNA expressions confirmed myeloid CARD9 regulated ISO‐induced cardiac hypertrophy and fibrosis (Figure 3G,H and Figure S5B). CARD9 deletion in myeloid cells also reduced NF‐κB activation and inflammatory gene expression in ISO‐stimulated mouse hearts (Figure 3I–K and Figure S5C,D). These results validated the significance of myeloid CARD9 in ISO‐driven cardiac injuries.

**TABLE 2:** Echocardiographic demographics of experimental mice.

*Model (2)*	WT→WT ISO (*n* = 6)	*Card9* ^−/−^→WT ISO (*n* = 6)
HW/BW (mg/g)	5.59±0.10	4.85±0.12^**^
HW/TL (mg/mm)	7.72±0.14	6.57±0.18^**^
LVIDs (mm)	2.83±0.12	2.50±0.13^ns^
LVIDd (mm)	3.80±0.15	3.64±0.12^ns^
EF%	50.92±1.93	61.76±2.17^**^
FS %	25.53±1.18	32.66±1.54^**^
LV mass (mg)	157.20±9.25	108.0±6.73^**^
LVAWs (mm)	1.58±0.06	1.34±0.06^*^
LVAWd (mm)	1.20±0.07	0.86±0.05^**^

Transthoracic echocardiography was performed on mice at the ending of the animal study.

Abbreviations: BW, body weight; EF, ejection fraction; FS, fractional shortening; HW, heart weight; LVAWd, left ventricular anterior wall end‐diastolic dimension; LVAWs, left ventricular anterior wall end‐systolic dimension; LVIDd, left ventricular end‐diastolic internal diameter; LVIDs, left ventricular end‐systolic internal diameter; ns = not significant.TL, tibial length.

Data presented as Mean & SEM.

* *P* <0.05.

** *P*<0.01 relative to WT→WT ISO.

**FIGURE 3:**
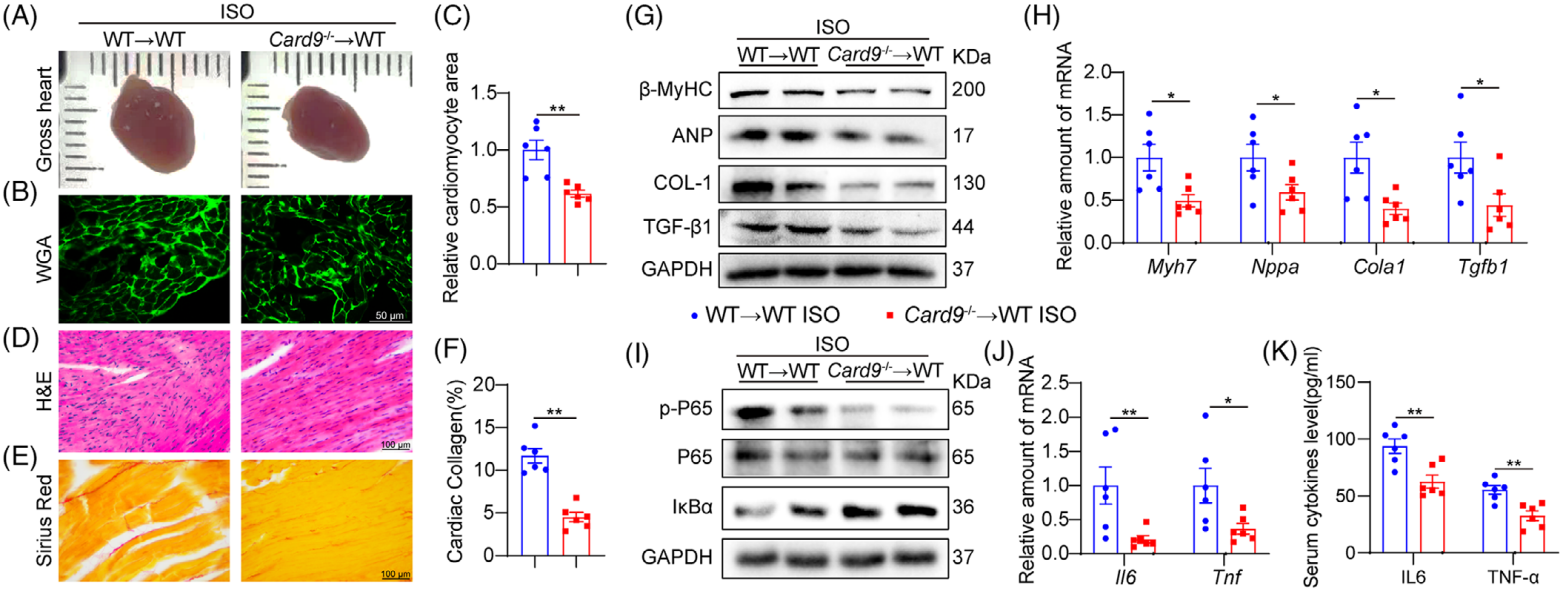
Myeloid cell CARD9 mediated ISO‐driven cardiac injuries. WT mice underwent irradiation and received BMs from either WT or Card9^−/−^ mice. Mice were provided with 30 mg·kg^−1^·day^−1^ ISO over 2 weeks. (A) Representative images of gross hearts. (B,C) Cardiomyocyte areas were assessed through WGA staining (scale bar = 50 µm) (B) and quantitative assessment (C) (*n* = 6). (D) Typical cardiac sections H&E staining (scale bar = 100 µm). (E, F) Typical cardiac sections Sirius Red staining (scale bar = 100 µm) (E) and quantitative assessment (F) (*n* = 6). (G) Typical β‐MyHC, ANP, COL‐1 and TGF‐β1 immunoblots in cardiac tissue. GAPDH was the loading reference. (H) The Myh7, Nppa, Cola1 and Tgfb1 transcript expressions in cardiac tissues were measured by RT‐PCR. Actb mRNA was the loading reference (*n* = 6). (I) Typical p‐P65 and IκB‐α western blot assessment in mouse heart cardiac lysates. P65 and GAPDH were the loading references. (J) The Il6 and Tnf transcript expressions in cardiac tissues were analyzed by RT‐qPCR. Actb mRNA was the loading reference (*n* = 6). (K) The serum IL6 and TNF‐α contents as detected by ELISA (*n* = 6). Data provided as mean ± SEM; *p < 0.05; **p < 0.01.

### 3.4 Macrophage CARD9 blockade prevented ISO‐induced inflammatory responses and then alleviated remodelling changes in cardiomyocytes and fibroblasts

To validate that macrophage CARD9 mediates ISO‐driven inflammatory response, MPMs derived from WT mice and Card9^−/−^ mice were utilized. ISO stimulation significantly enhanced the interaction between CARD9 and BCL10 in MPMs from WT mice (Figure 4A), indicating CARD9 signalling pathway was activated. ISO stimulation promoted NF‐κB activation in WT MPMs, as evidenced by IκBα degradation, P65 phosphorylation and the nuclear translocation of the P65 subunit, while these changes were blocked in MPMs from Card9^−/−^ mice (Figure 4B,C and Figure S6). CARD9 knockout reduced both the mRNA expression and supernatant levels of inflammatory factors (IL6 and TNF‐α; Figure 4D,E). The intercellular crosstalk between macrophages and cardiac cells was critical in the pathophysiology of cardiac remodelling.^22^ As shown in Figure 4F, we further assessed the influence of macrophage‐derived factors on cardiomyocytes and fibroblasts. We prepared conditioned medium (CM) from WT MPMs or Card9^−/−^ MPMs, exposed to ISO for 24 h. CM from ISO‐exposed WT MPMs increased the levels of hypertrophy‐related proteins in ACMs, as well as fibrosis‐related proteins in ACFs (Figure 4G,H). However, ISO exposure of Card9^−/−^ MPMs was unable to promote pathological alterations in both ACMs and ACFs. Collectively, CARD9 deficiency in macrophages suppressed ISO‐induced inflammation and subsequent intercellular crosstalk, resulting in reduced cardiomyocyte hypertrophy and fibroblast remodelling.

**FIGURE 4:**
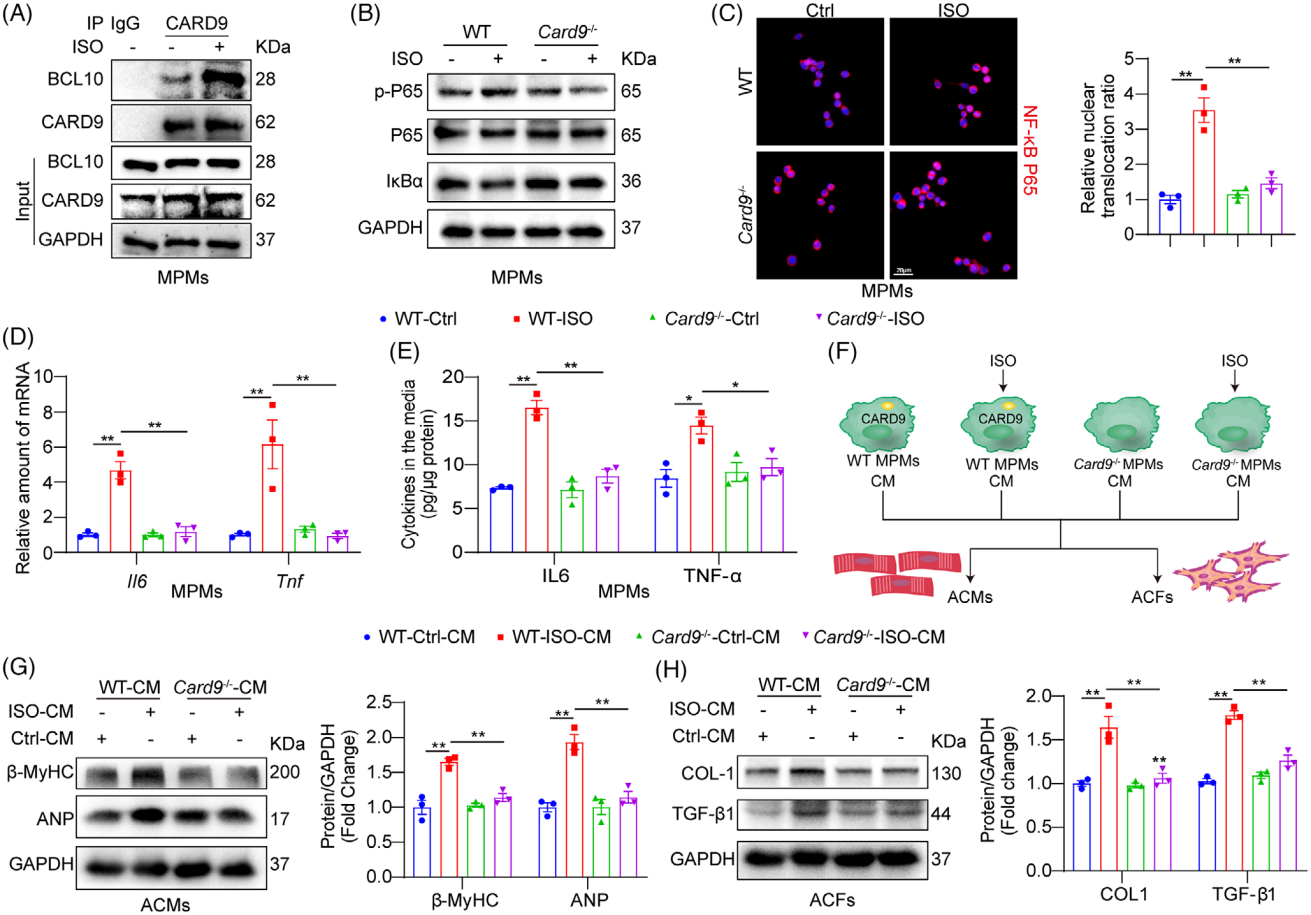
Macrophage CARD9 blockade prevented ISO‐induced inflammatory responses and then alleviated remodelling changes in cardiomyocytes and fibroblasts. (A) MPMs isolated from WT mice underwent 1 h treatment with ISO (20 µM). Following CARD9 IP, BCL10 contents were measured via IB. IgG was the IP control. (B, C) MPMs from Card9^−/−^ and WT mice were induced with ISO (20 µM) over 2 h. Cellular p‐P65 and IκBα were assessed via Western blotting (WB), with P65 and GAPDH as loading references, respectively (B). Immunofluorescence staining targeting the NF‐κB P65 subunit (red) in MPMs. Cells underwent DAPI counterstaining (blue) (scale bar = 20 µm). Quantification values on the right (*n* = 3) (C). (D, E). MPMs from Card9^−/−^ and WT mice were treated with ISO (20 µM) over 24 h. The Il6 and Tnf transcript expressions were detected by RT‐qPCR. Actb mRNA was the loading reference (*n* = 3) (D). The IL6 and TNF‐α cytokines contents in culture media were detected by ELISA (*n* = 3) (E). (F) Depiction of our experimental model examining the significance of ISO‐driven paracrine factors. MPMs from Card9^−/−^ and WT mice were treated with ISO (20 µM), and resulting CM was obtained. ACMs and ACFs were treated with CM over 24 h. (G) β‐MyHC and ANP protein expressions in ACMs lysates, as detected by WB. GAPDH was the control reference (*n* = 3). (H) The COL‐I and TGF‐β1 protein expressions in ACFs whole cell lysates. GAPDH was the control reference (*n* = 3). Data provided as mean ± SEM; *p < 0.05; **p < 0.01.

### 3.5 ISO promotes CARD9 activation through OTUD1‐mediated deubiquitinating modification

Next, we aimed to explore how ISO activates CARD9 in macrophages. CARD9 is a critical adapter of C‐type lectin receptors (CLRs), such as Dectin‐1 (Clec7a), Dectin‐2 (Clec6a) and Mincle (Clec4e), in response to fungal, viral, bacterial and parasitic infections.^23^ However, we did not find marked alterations in the transcript expressions of these CLRs within heart tissues infused with ISO (Figure 5A). Post‐translational ubiquitinating modifications directly modulate the CBM complex assembly and activation. The activity of CARD9 has been reported to be regulated by E3 ubiquitin ligase TRIM62 and deubiquitinating enzymes (OTUD1 and USP15) in antifungal immunity.^24^, ^25^, ^26^ Interestingly, we demonstrated that the Otud1 mRNA content was strongly enhanced in ISO‐infused mouse hearts, but not Usp15 and Trim62 (Figure 5B). ISO challenge also markedly enhanced OTUD1 protein levels in mouse hearts (Figure 5C and Figure S7). The interaction of OTUD1 and CARD9 was confirmed in HEK‐293T, heart tissues and MPMs isolated from WT mice, respectively (Figure 5D–F). What's more, ISO stimulation increased OTUD1‐CARD9 complex formation in heart tissues and MPMs (Figure 5E,F). Chen et al.^24^ reported that the K33‐linked polyubiquitin chain was eliminated by OTUD1 from CARD9, which then upregulated the CBM complex. We then determined that OTUD1 could deubiquitinate CARD9 and remove K33‐linked polyubiquitin chains from CARD9 (Figure 5G,H). Cysteine at position 320 in OTUD1 is recognized as a deubiquitinating activity active site.^27^ Indeed, the OTUD1 C320S mutant failed to remove ubiquitin molecules from CARD9 (Figure 5I). We also traced the stability of CARD9 protein in HEK‐293T treated with cycloheximide, a de novo protein synthesis inhibitor. No notable changes were observed in the degradation rate of CARD9 protein in HEK‐293T transfected with Flag‐OTUD1 (Figure 5J). Overexpressing Flag‐OTUD1 in HEK 293T cells did not increase the protein level of CARD9 (Figure 5K). These results showed that OTUD1 has no effect on the CARD9 protein stability. As expected, either total ubiquitination or K33‐linked ubiquitination of CARD9 remarkably hindered the CARD9 and BCL10 association (Figure 5L). OTUD1, but not OTUD1 mutant, enhanced the CARD9‐BCL10 complex formation by deubiquitinating CARD9 (Figure 5M). These results indicate that ISO promotes CARD9 activation through OTUD1‐mediated deubiquitinating modification.

**FIGURE 5:**
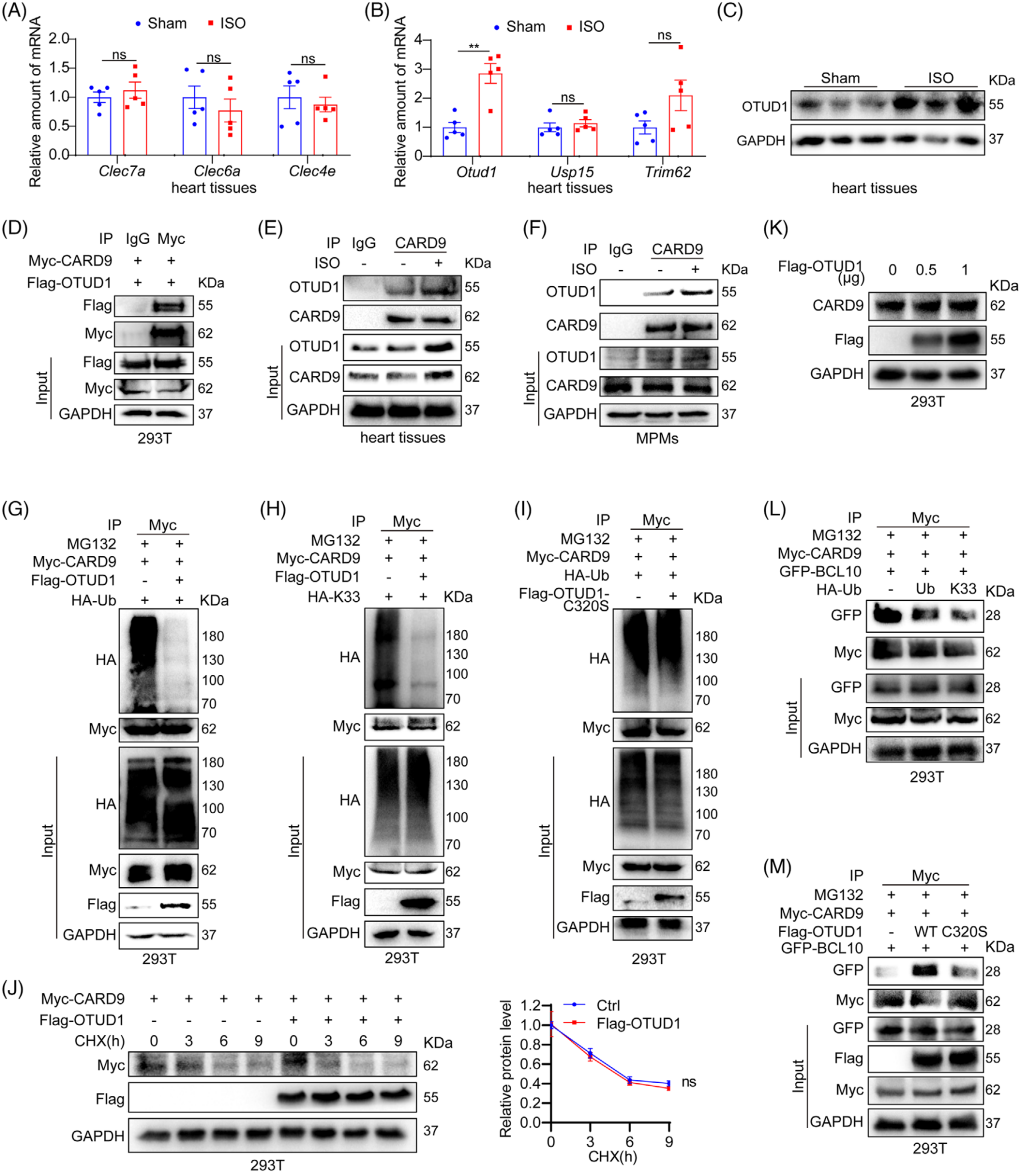
ISO activated CARD9 through OTUD1‐mediated deubiquitinating modification. (A–C) WT mice were provided with 30 mg·kg^−1^·day^−1^ ISO for 2 weeks. The cardiac Clec7a, Clec6a and Clec4e transcript levels were detected by RT‐qPCR. Actb mRNA was the loading reference (*n* = 5) (A). The cardiac Otud1, Usp15 and Trim62 mRNA expressions were detected by RT‐qPCR. Actb mRNA was the loading reference (*n* = 5) (B). Typical cardiac OTUD1 immunoblots. GAPDH was the loading reference (C). (D) HEK‐293T cells were incorporated with Myc‐CARD9 and Flag‐OTUD1. Co‐immunoprecipitation (Co‐IP) assays were performed with anti‐Myc and followed by WB of Flag and Myc. IgG was the IP control. (E) WT mice were provided with 30 mg·kg^−1^·day^−1^ ISO for 2 weeks. ISO‐induced cardiac CARD9 and OTUD1 Co‐IP. Endogenous CARD9 was IP by anti‐CARD9 antibody. IgG was the IP control. (F) MPMs from WT mice underwent a 1 h treatment with ISO (20 µM). Co‐IP assays were performed with anti‐CARD9 and followed by western blot of OTUD1 and CARD9. IgG was the IP control. (G) HEK‐293T cells were incorporated with Myc‐CARD9, Flag‐OTUD1 and HA‐Ub. Cells underwent a 6 h treatment with MG132 (10 µM). Ubiquitinated CARD9 as evidenced by immunoblotting using anti‐HA antibody. (H) HEK‐293T cells were incorporated with Myc‐CARD9, Flag‐OTUD1 and HA‐K33, and then treatment with MG132 (10 µM) for 6 h. Ubiquitinated CARD9 as evidenced by immunoblotting using anti‐HA antibody. (I) HEK‐293T cells were incorporated with Myc‐CARD9, Flag‐OTUD1‐C320S and HA‐Ub, and then treated with MG132 (10 µM) for 6 h. Ubiquitinated CARD9 as evidenced by immunoblotting using anti‐HA antibody. (J) HEK‐293T cells were incorporated with Myc‐CARD9 and Flag‐OTUD1 and then treatment with cycloheximide (25 µg/mL) pulse‐chase stimulation. CARD9 expression using WB analysis. GAPDH was the loading reference (*n* = 3). (K) HEK‐293T were incorporated with varying quantities of Flag‐OTUD1. CARD9 expression using WB analysis. GAPDH was the loading reference. (L) HEK‐293T were incorporated with Myc‐CARD9, GFP‐BCL10, HA‐Ub and HA‐K33, and then treated with MG132 (10 µM) for 6 h. Co‐IP assays were performed with anti‐Myc and followed by a western blot of GFP and Myc. (M) HEK‐293T were incorporated with Myc‐CARD9, GFP‐BCL10, Flag‐OTUD1 and Flag‐OTUD1‐C320S, and then treated with MG132 (10 µM) for 6 h. Co‐IP assays were performed with anti‐Myc and followed by WB of GFP and Myc. Data provided as mean ± SEM; **p < 0.01; ns, not significant.

### 3.6 OTUD1 mediates inflammatory responses in macrophages by regulating CARD9–BCL10 interaction

We then determined whether OTUD1 could mediate ISO‐induced inflammatory responses in macrophages by regulating CARD9. We observed that OTUD1 knockout did not affect CARD9 protein level, but significantly reduced ISO‐induced CARD9–BCL10 interaction in ISO‐challenged macrophages (Figure 6A,B). OTUD1 deficiency further inhibited the activation of NF‐κB, reduced Il6 and Tnf transcript levels and limited the protein release of IL6 and TNF‐α in ISO‐stimulated MPMs (Figure 6C–F and Figure S8). Contrarily, OTUD1 overexpression exacerbated ISO‐driven NF‐κB activation (Figure 6G and Figure S9). Interestingly, NF‐κB activation induced by OTUD1 overexpression in MPMs was significantly limited in Card9 knockout mice, indicating OTUD1 regulated NF‐κB activity through CARD9 (Figure 6H and Figure S10). We also treated MPMs from WT or Otud1^−/−^ mice with ISO and obtained the CM of MPMs to incubate cardiomyocytes or fibroblasts (Figure 6I). As seen in Figure 6J,K and Figure S11, the CM from ISO‐stimulated Otud1^−/−^ MPMs could not promote hypertrophy in ACMs and fibrosis in ACFs.

**FIGURE 6:**
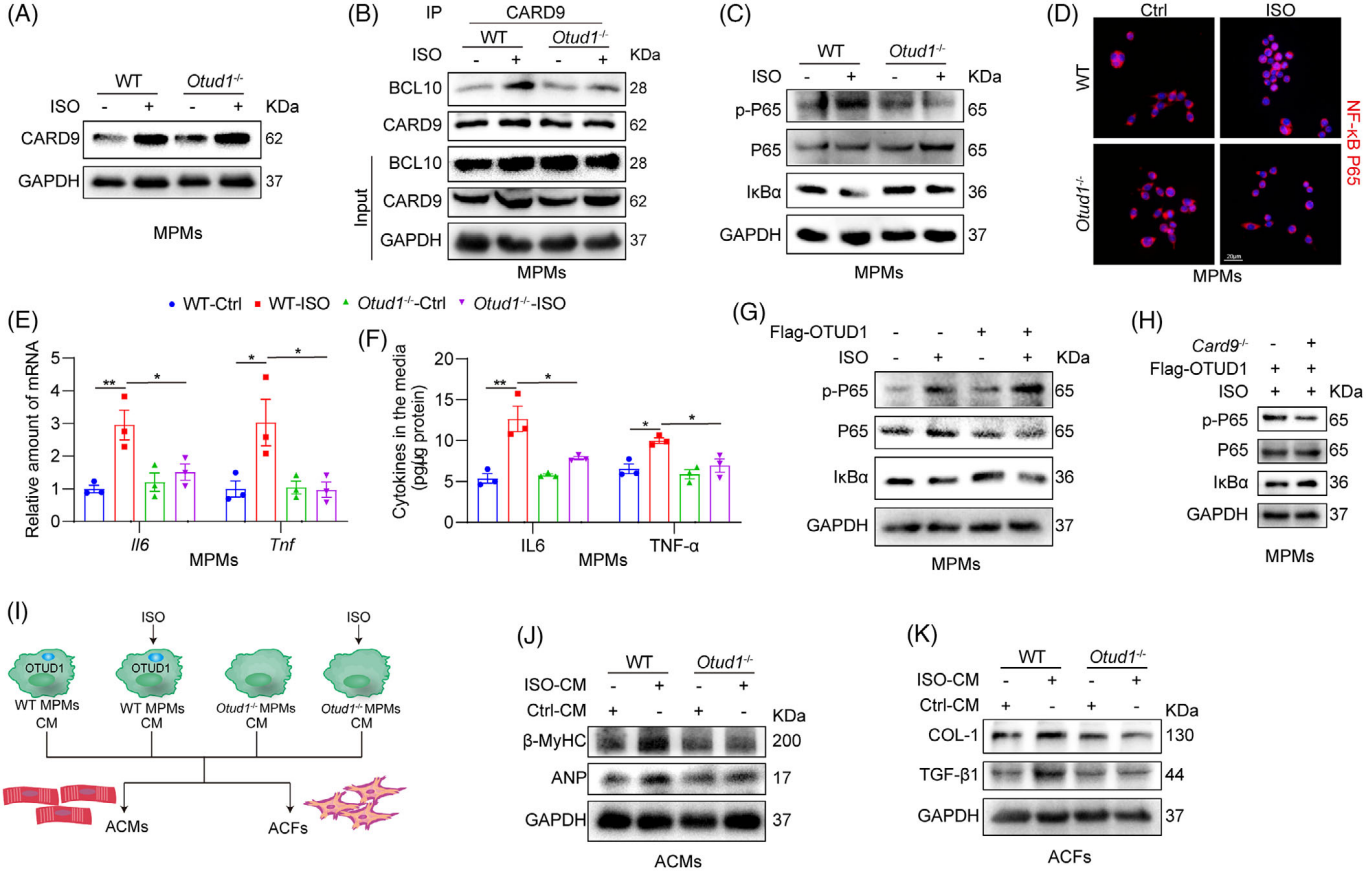
OTUD1 mediates inflammatory responses in macrophages by regulating CARD9‐BCL10 interaction. (A) MPMs from Otud1^−/−^ mice and WT mice underwent a 12 h treatment with ISO (20 µM). Typical cellular CARD9 immunoblots. GAPDH was the loading reference. (B) MPMs from Otud1^−/−^ and WT mice underwent a 1 h treatment with ISO (20 µM). Typical immunoblots depicting CARD9 and BCL10 co‐immunoprecipitation. Endogenous CARD9 was IP by the anti‐CARD9 antibody. (C, D) MPMs from Otud1^−/−^ and WT mice underwent a 2 h treatment with ISO (20 µM). Cellular p‐P65 and IκBα were assessed via WB, with P65 and GAPDH as loading references, respectively (C). Immunofluorescence staining targeting the NF‐κB P65 subunit (red) in macrophages. Cells underwent DAPI counterstaining (blue) (scale bar = 20 µm) (D). (E,F) MPMs from Otud1^−/−^ and WT mice underwent a 24 h treatment with ISO (20 µM). The Il6 and Tnf mRNA expressions as detected by RT‐PCR. Actb mRNA was the loading reference (*n* = 3) (E). The IL6 and TNF‐α cytokines contents in culture media as detected by ELISA (*n* = 3) (F). (G) MPMs from WT mice were incorporated with Flag‐OTUD1, prior to a 2 h treatment with ISO (20 µM). Cellular p‐P65 and IκBα as detected by WB, with P65 and GAPDH as loading references, respectively. (H) MPMs from Card9^−/−^ and WT mice were incorporated with Flag‐OTUD1, prior to a 2 h treatment with ISO (20 µM). Cellular p‐P65 and IκBα as detected by WB, with P65 and GAPDH as loading references, respectively. (I) Depiction of our experimental model examining the significance of ISO‐driven paracrine factors. MPMs from Otud1^−/−^ and WT mice underwent a 24 h treatment with ISO (20 µM). CM was obtained. The ACMs and ACFs underwent a 24 h treatment with CM. (J) β‐MyHC and ANP contents in ACMs lysates as detected by WB. GAPDH was the reference (*n* = 3). (K) COL‐I and TGF‐β1 expressions in whole ACF lysates. GAPDH was the reference (*n* = 3). Data provided as mean ± SEM; *p < 0.05; **p < 0.01.

### 3.7 OTUD1 deletion in myeloid cells protected hearts from ISO‐induced injuries in mice

To elucidate the macrophage OTUD1 contribution in regulating ISO‐driven cardiac injuries, we administered BM from either WT mice (WT→WT mice) or Otud1^−/−^ mice (Otud1^−/−^→WT mice) to WT mice. These mice were implanted with osmotic pumps continuously releasing ISO to induce cardiac inflammation and remodelling. Isolated MPMs and heart tissues were used to confirm the specific deletion of OTUD1 (Figure S12). As expected, myeloid OTUD1 deficiency did not affect CARD9 stability but suppressed CARD9‐BCL10 interaction in heart tissues under ISO stimulation (Figure 7A,B). Noninvasive echocardiography showed that OTUD1 deficiency significantly inhibited ISO‐induced cardiac dysfunction (Table 3 and Figure S13A). Echocardiography results, along with measurements of HW/BW, HW/TL, gross heart size, cardiomyocyte size and interstitial fibrosis, indicated that myeloid‐specific OTUD1 knockout abrogated ISO‐driven cardiac hypertrophy and fibrosis (Table 3 and Figure 7C–H). These results were further validated by assessing the β‐MyHC, ANP, COL‐1 and TGF‐β1 protein and mRNA expressions (Figure 7I–J and Figure S13B). Myeloid‐specific OTUD1 knockout also inhibited NF‐κB activation and inflammatory cytokine overproduction in ISO‐challenged mice (Figure 7K–M and Figure S13C,D). These findings provided evidence that myeloid OTUD1 mediated ISO‐induced CARD9‐BCL10 interaction, cardiac inflammation, hypertrophy and dysfunction in mice.

**FIGURE 7:**
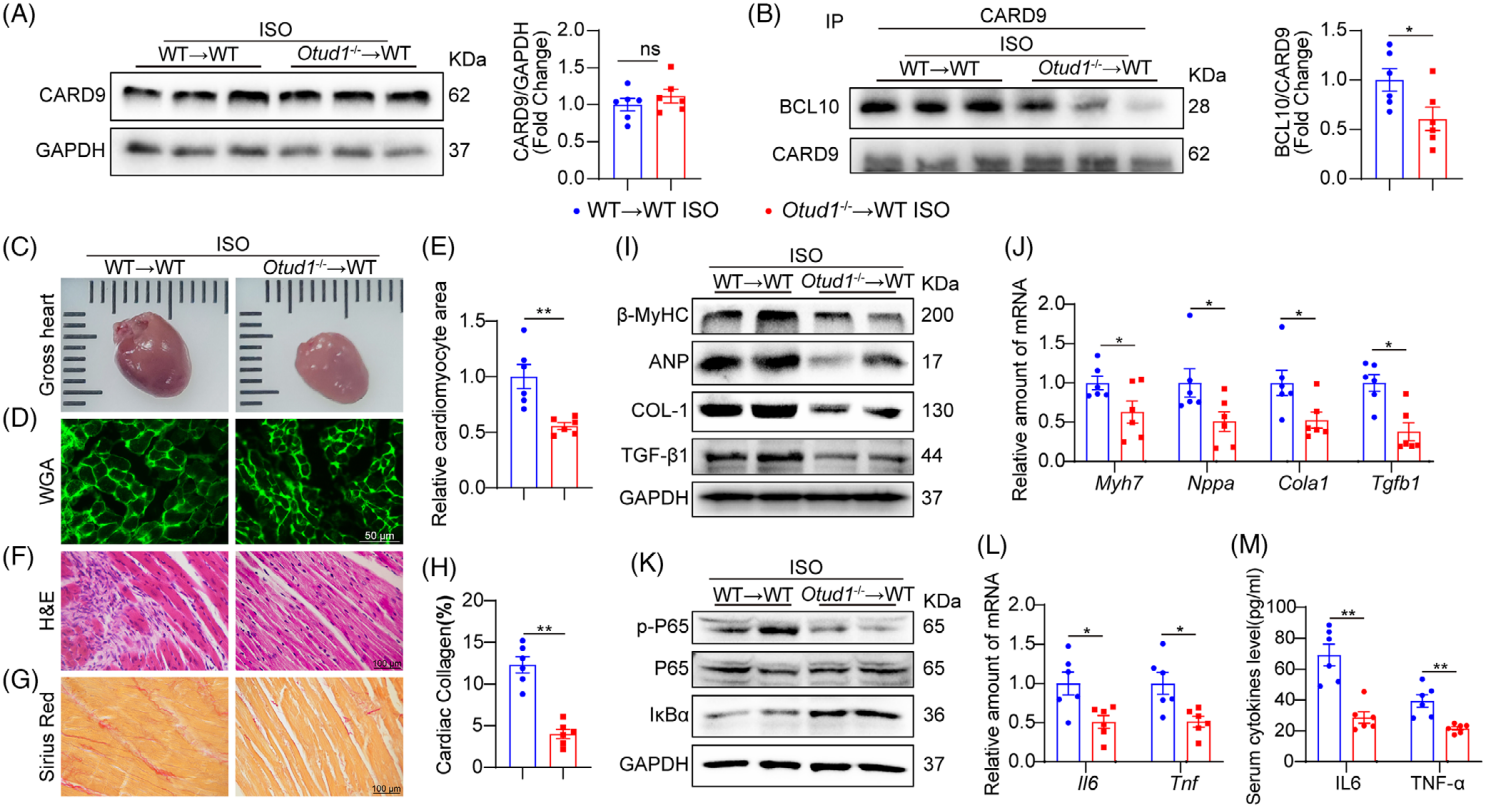
OTUD1 deletion in myeloid cells protected hearts against ISO‐induced injuries in mice. WT mice underwent irradiation and received BMs from either WT or Otud1^−/−^ mice. Mice were provided with 30 mg·kg^−1^·day^−1^ ISO over 2 weeks. (A) Typical cardiac CARD9 immunoblots. GAPDH was the loading reference. Quantification provided on the right (*n* = 6). (B) Typical immunoblots depicting cardiac CARD9 and BCL10 co‐IP. Endogenous CARD9 was IP using an anti‐CARD9 antibody. IgG was the IP control. Quantification provided on the right (*n* = 6). (C) Typical gross heart images. (D,E) Cardiomyocyte areas were evaluated via WGA staining (scale bar = 50 µm) (D) and quantitative assessment (E) of cardiac sections (*n* = 6). (F) Typical cardiac tissues H&E staining (scale bar = 100 µm). (G,H) Typical cardiac sections Sirius Red staining (scale bar = 100 µm) (G) and quantitative assessment (H) (*n* = 6). (I) Typical cardiac β‐MyHC, ANP, COL‐1 and TGF‐β1 immunoblots. GAPDH was the loading reference. (J) The cardiac Myh7, Nppa, Cola1 and Tgfb1 mRNA expressions as detected by RT‐PCR. Actb mRNA was the loading reference (*n* = 6). (K) Typical p‐P65 and IκBα western blot analysis in mouse cardiac tissue lysates. P65 and GAPDH were the loading references. (L) The cardiac Il6 and Tnf mRNA expression were detected by RT‐PCR. Actb mRNA was the loading reference (*n* = 6). (M) Serum IL6 and TNF‐α contents as detected by ELISA (*n* = 6). Data provided as mean ± SEM; *p < 0.05; **p < 0.01.

**TABLE 3:** Echocardiographic demographics of experimental mice.

*Model (3)*	WT→WT ISO (*n* = 6)	*Otud1* ^−/−^→WT ISO (*n* = 6)
HW/BW(mg/g)	5.83±0.18	5.20±0.19^*^
HW/TL(mg/mm)	7.23±0.19	5.48±0.14^**^
LVIDs(mm)	2.92±0.15	2.36±0.16^*^
LVIDd(mm)	3.94±0.15	3.51±0.18^ns^
EF%	51.59±2.65	61.92±2.51^*^
FS %	26.06±1.61	32.71±1.78^*^
LV mass (mg)	176.00±18.07	103.7±10.22^**^
LVAWs (mm)	1.63±0.07	1.38±0.08^*^
LVAWd (mm)	1.15±0.07	0.92±0.04^*^

Transthoracic echocardiography was performed on mice at the ending of the animal study.

Abbreviations: BW, body weight; EF, ejection fraction; FS, fractional shortening; HW, heart weight; LVAWd, left ventricular anterior wall end‐diastolic dimension; LVAWs, left ventricular anterior wall end‐systolic dimension; LVIDd, left ventricular end‐diastolic internal diameter; LVIDs, left ventricular end‐systolic internal diameter; ns = not significant; TL, tibial length.

Data presented as Mean & SEM.

* *P* <0.05.

** *P*<0.01 relative to WT→WT ISO.

## 4 DISCUSSION

Recent studies have demonstrated that CARD9 is crucial in the development and progression of various cardiovascular diseases, including TAC‐induced HF, myocardial ischemia/reperfusion, hypertension and atherosclerosis.^15^, ^28^, ^29^, ^30^ For example, Wang et al.^31^ showed that the contributions of CARD9 and BCL10 in obesity‐related cardiac hypertrophy. The chronic ISO model presents symptom characteristics of advanced HF, with chronically elevated levels of catecholamines mimicking chronic adrenergic stimulation. Herein, we examined the CARD9 significance in ISO‐driven pathological cardiac remodelling and revealed the associated signalling network. We detected an increased expression of macrophage CARD9 in heart tissues following ISO infusion, suggesting that CARD9 is involved in HF. Furthermore, either whole‐body CARD9 knockout or myeloid‐specific CARD9 deletion attenuated ISO‐driven cardiac dysfunction, inflammation, hypertrophy and fibrosis. We found that ISO promoted the assembly of CBM complex to trigger NF‐κB activation and proinflammatory responses. Importantly, we found that ISO‐activated CARD9 via a deubiquitinase OTUD1, which has been implicated in pathological cardiac remodelling.^32^ We demonstrate that OTUD1 binds to the CARD9 and removes the K33‐linked ubiquitin from CARD9, thus promoting the assembly of the CBM complex in macrophages upon ISO stimulation. The macrophage inflammation mediated by the ISO‐OTUD1‐CARD9 axis further promotes hypertrophy and fibrosis in cardiomyocytes and fibroblasts, respectively, inducing cardiac remodelling. Taken together, our findings suggested that targeting the OTUD1‐CARD9 axis has a protective effect against ISO‐driven cardiac inflammation and HF.

Inflammation participates in the progression of ISO‐induced HF. It was well established that β‐AR blockers exposure reduced inflammation in chronic HF patients.^6^ Elucidating the signalling pathways involved in ISO‐induced inflammatory responses is of great importance. Some CARD family members have been shown to mediate inflammatory cardiomyopathy.^33^, ^34^ Card9 mRNA levels were the most significantly elevated among all Card family genes in the hearts of mice under ISO infusion. CARD9‐based network strongly regulates inflammatory responses via upregulation of cytokines and chemokines synthesis. Inflammation further promotes macrophage infiltration, activation and cytokines release, enhancing oxidative stress and subsequent tissue injuries within hearts using a positive feedback loop.^35^ Here, we found that macrophage CARD9 deficiency inhibited ISO‐driven NF‐κB activation and inflammatory responses and subsequent cardiomyocyte hypertrophy and fibroblast fibrosis.

Both protein phosphorylation and ubiquitination regulate CARD9 activation. PKC‐δ directly phosphorylates threonine at position 231 of CARD9, and this modification is necessary for the CBM complex assembly.^36^ E3 ubiquitin ligase TRIM62 associates with the CARD9 C‐terminal, ubiquitinating CARD9 in a K23‐linked manner and then promoting the interaction of CARD9‐BCL10 in anti‐fungal immunity and intestinal inflammation.^26^ Here, we found that OTUD1 deubiquitinated CARD9 in ISO‐challenged macrophages and mouse hearts. OTUD1 eliminated K29‐, K33‐ and K63‐linked polyubiquitination from CARD9, but only the removal of K33‐linked CARD9 polyubiquitination promoted CBM complex assembly in antifungal immunity.^24^ Our results validated that OTUD1 has no effect on the CARD9 stability. OTUD1 promotes CBM complex formation and CBM‐mediated inflammation by catalyzing the K33‐linked deubiquitination of CARD9 in ISO‐challenged macrophages, which further contributes to inflammatory heart remodelling.

OTUD1, a deubiquitinase from the OTU protein family, is essential in regulating antiviral host defence, tumour progression and inflammation.^37^, ^38^, ^39^ Recent evidence suggested the OTUD1 significance in cardiovascular diseases. Lu et al.^40^ found that OTUD1 may regulate B lymphocytes and dendritic cells, contributing to doxorubicin‐induced cardiomyopathy. Our group has recently found that cardiomyocyte OTUD1 promoted angiotensin II‐ and TAC‐driven cardiac dysfunction, hypertrophy and fibrosis, while the role of OTUD1 was evaluated using the whole‐body OTUD1 knockout mice but not the myocardial‐specific OTUD1 knockout mice or BMT.^32^ That is to say, the involvement of macrophage OTUD1 in cardiac remodelling has not yet been explored. This research for the first time identified macrophage OTUD1 as an indispensable mediator in ISO‐driven cardiac inflammation, hypertrophy and fibrosis. Macrophage OTUD1 mediates ISO‐driven inflammatory responses by deubiquitinating CARD9 and increasing the combination of CARD9 and BCL10.

The cellular mechanism linking CARD9 to CLRs, specifically through the Dectin‐1 signalling pathway, has been well‐documented in the context of fungal and parasitic infections.^41^, ^42^ CLRs have also been reported to be implicated in sterile inflammation.^43^, ^44^ The CLRs’ significance in ISO‐driven cardiac injury is undetermined. We found that the mRNA levels of CLRs did not change, indicating that CLRs may not affect ISO‐induced cardiac remodelling. In addition to CLR signalling, CARD9 has also been associated with toll‐like receptor (TLR)‐related signalling.^45^ Dendritic cell lacking CARD9 produced reduced levels of cytokines when stimulated by TLR4 or TLR2 stimulation. Rhoads et al.^46^ found that oxidized low‐density lipoprotein immune complexes could induce CBM complex via TLR4 in chronic inflammatory diseases, such as systemic lupus erythematosus, rheumatoid arthritis, atherosclerosis and type‐2 diabetes. TLR2 and TLR4 have been reported to mediate ISO‐induced cardiac inflammation.^18^, ^47^ Therefore, further research is required to determine whether TLR2/4 play a role in regulating CARD9 in ISO‐challenged heart tissues.

This study has some limitations. CARD9 is expressed not only in macrophages but also in neutrophils and dendritic cells. However, our BMT experiments cannot rule out the role of CARD9 on these myeloid cells. Meanwhile, CARD9 expression has also been demonstrated to increase in H9C2 cells and neonatal rat primary cardiomyocytes exposed to hypoxia and hypoxia/reoxygenation, affording CARD9's protection of myocardium against ischemia/reperfusion injury.^29^, ^48^ Thus, the potential role of cardiomyocyte CARD9 in ISO‐induced HF warrants further investigation. A technical limitation of this study is that our experimental conditions limited us from conducting invasive LV hemodynamic testing, which can provide precise data on the heart's pumping efficiency and overall function. It has been observed that both dP/dtmax and dP/dtmin significantly decrease under ISO infusion, indicating that ISO impairs both the systolic and diastolic functions of the heart, leading to HF.^49^, ^50^ Finally, the role of gender differences in cardiac injury under ISO stimulation has attracted widespread attention. Angela et al.^51^ have found that ISO infusion‐treated male rats had more cardiac hypertrophy, fibrosis and mortality than female rats. Here, our research only used male mice and the applicability of the study may be sex‐limited.

## 5 CONCLUSION

In summary, we have demonstrated that the macrophage OTUD1‐CARD9 axis mediates ISO‐induced inflammatory response, subsequently contributing to heart remodelling. We identified that OTUD1 facilitates CBM complex formation through K33‐linked deubiquitination on CARD9. These evidence highlighted the OTUD1‐CARD9 axis in ISO‐driven HF and suggested that targeting OTUD1 or CARD9 could have therapeutic potential for this condition.

## AUTHOR CONTRIBUTIONS

Guang Liang conceived and designed the study. Guang Liang, Gaojun Wu, and Yi Wang supervised this study. Jinfu Qian, Qinyan Wang, Jiachen Xu, Shiqi Liang, Qingsong Zheng, Xiaocheng Guo, and Wu Luo performed the experiments. Weijian Huang, Xiaohong Long, and Julian Min provided professional guidance and technical support. Jinfu Qian, Qinyan Wang, and Jiachen Xu analyzed the data. Jinfu Qian and Guang Liang wrote the manuscript. Guang Liang, Gaojun Wu, Yi Wang, and Jinfu Qian edited and reviewed the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ETHICS STATEMENT

All mice protocols received approval by the Laboratory Animal Ethics Committee of Wenzhou Medical University (Approval No. wydw2021‐0438) and abided the guidelines established by the National Institutes of Health.

## Supporting information

Supporting Information

## Data Availability

All relevant data are included in the article or provided as Supporting Information. Additional data are available upon request from the corresponding author.

# Supplementary material for: Macrophage OTUD1‐CARD9 axis drives isoproterenol‐induced inflammatory heart remodelling
**Source:** Clin Transl Med. 2024 Aug 8;14(8):e1790. doi: 10.1002/ctm2.1790
**Supplement:** Supplementary file 1 — Supporting Information

***Supplementary Materials***

**Macrophage OTUD1-CARD9 axis drives Isoproterenol-induced inflammatory heart failure**

**List of Supplementary Materials**

Expanded Methods

Figure S1 to S13

Table S1 to S2

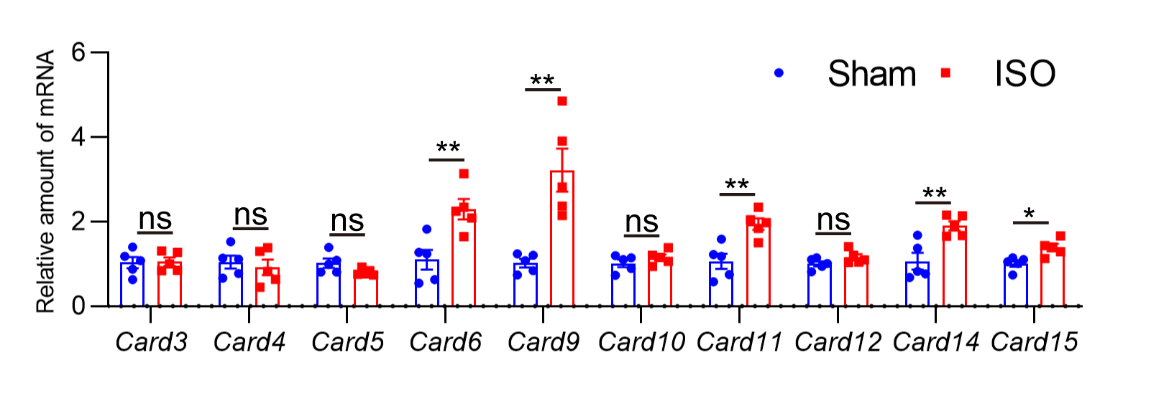

**Supplementary Figure S1: The mRNA levels of *Card9* were increased in mouse hearts tissues following ISO infusion.**

WT mice were administered 30 mg·kg^−1^·d^−1^ ISO for two weeks. The mRNA levels of *Card* family genes in cardiac tissues. *Actb* mRNA was used as loading control (*n* = 5). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01; ns = not significant.

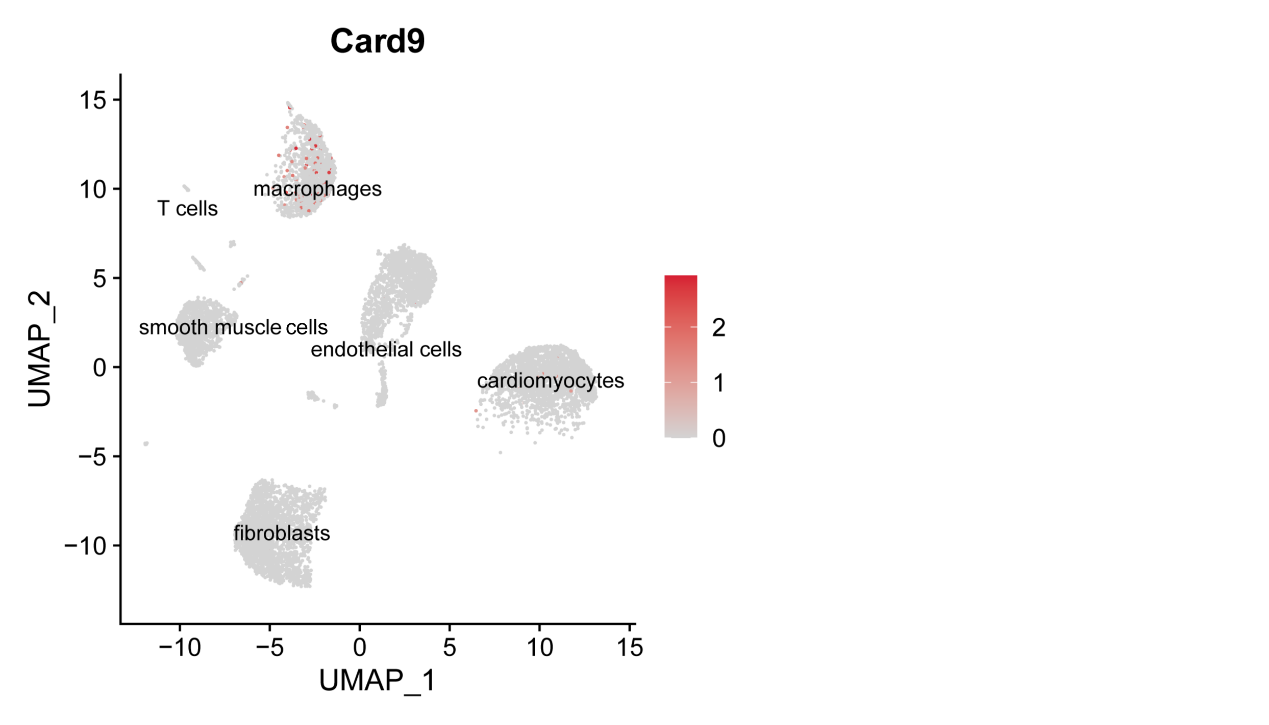

**Supplementary Figure S2: The expression of *Card9* mRNA was predominantly localized within macrophages in the cardiac tissue of Sham group.**

The UMAP plot showed that the *Card9* mRNA expression in 6 main cell types, including macrophages, cardiomyocytes, fibroblasts, endothelial cells, smooth muscle cells, and T cells.

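A UMAP plot places cells with similar transcripts near each other, and each dot is a cell coloured by its Card9 level. In the rebuilt clusters of the Sham library, cardiomyocytes were the most frequent type, with 2512 cells (26.5%, 25.6 to 27.4). They were followed by 2290 fibroblasts (24.2%, 23.3 to 25.0), 1904 endothelial cells (20.1%, 19.3 to 20.9), 1412 macrophages (14.9%, 14.2 to 15.6) and 1065 pericytes (11.2%, 10.6 to 11.9). Only 50 cells (0.528%, 0.392 to 0.695) were smooth muscle cells, named by Acta2, Tagln, Myh11 and Mylk. The macrophages formed 1 cluster, named by Adgre1, C1qa, C1qb, C1qc, Csf1r, Mrc1 and Lyz2. A cluster of 37 cells was led by Skap1, Il7r, Bcl11b and Themis but rested on 2 of the fixed T cell markers, so it stayed unnamed, and it had 0 Card9 UMIs. The smaller named groups were 85 lymphatic endothelial cells, 35 B cells, 19 epicardial or mesothelial cells and 17 Schwann cells. Card9 UMIs outside the large types were 1 in the epicardial or mesothelial cells and 4 in an unnamed cluster of 49 cells led by Mki67, Top2a, Clec9a and Flt3. These 4 UMIs made a level of 41.7 per 1000000 (11.4 to 107), and no difference from macrophages was detectable at this count. No cluster was named as monocytes, neutrophils or dendritic cells. Cell types differed in UMIs per cell, so a type's share of cells is not its share of the library. Macrophages held 8.51% of all UMIs, while cardiomyocytes held 52.0% of all UMIs and 15.7% (9.45 to 24.0) of the Card9 UMIs.

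**Figure D2:**
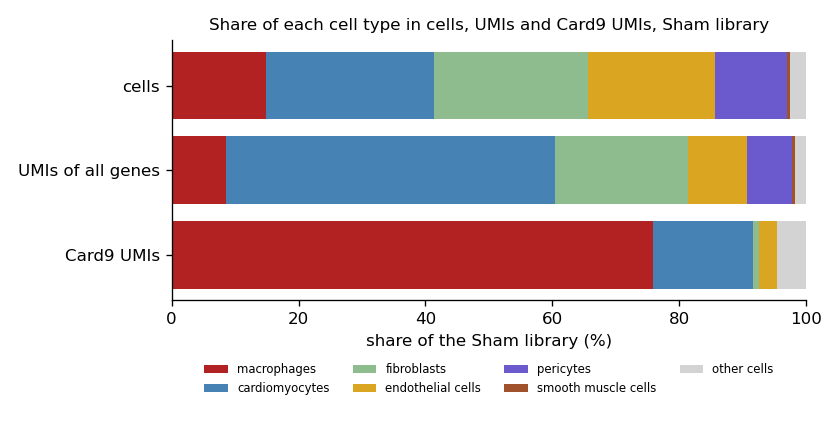
Share in percent of the Sham library (horizontal axis) that each cell type takes of the cells, of the UMIs of all genes and of the Card9 UMIs (vertical axis), with a colour for each cell type. Macrophages take 14.9% of the cells and 8.51% of the UMIs, and the largest part of the Card9 UMIs.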

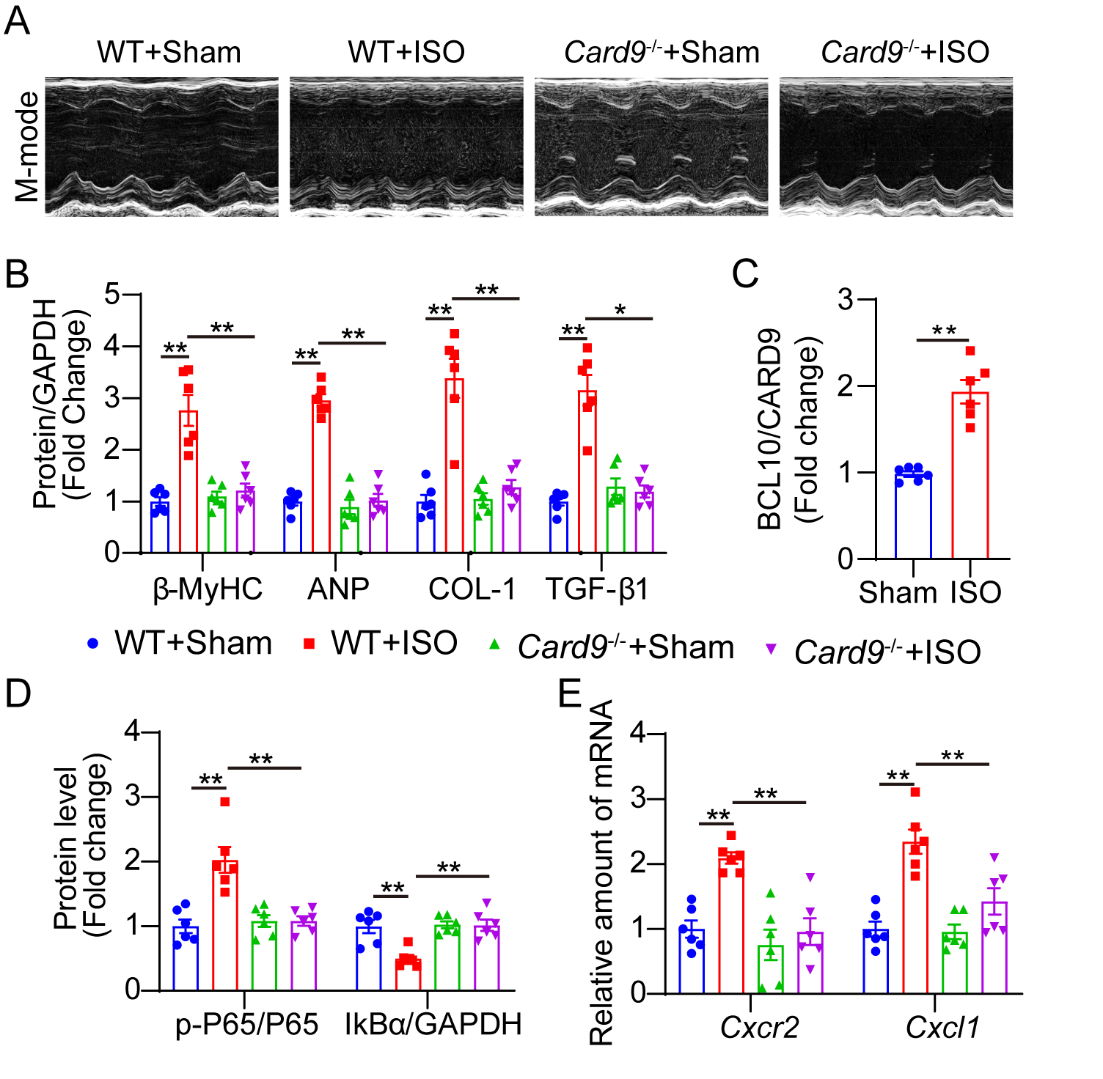

**Supplementary Figure S3: CARD9 deficiency attenuated ISO-induced cardiac injury.**

*Card9^-/-^* mice and WT mice were administered 30 mg·kg^−1^·d^−1^ ISO or an equal volume of sterile water for two weeks. (A) Representative M-mode echocardiographic images of left ventricle. (B) Densitometric quantification of immunoblots in Fig. 2G (*n* = 6). (C) Densitometric quantification of immunoblots in Fig. 2I (*n* = 6). (D) Densitometric quantification of immunoblots in Fig. 2J (*n* = 6). (E) The mRNA levels of *Cxcr2* and *Cxcl1* in heart tissues were determined using RT-qPCR. *Actb* mRNA was used as a loading control (*n* = 6). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01.

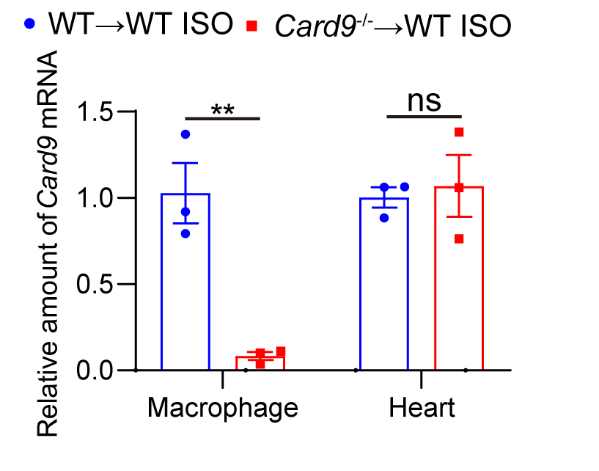

**Supplementary Figure S4: Bone marrow transplant has been established successfully.**

The mRNA levels of *Card9* in isolated macrophages and heart tissues were determined using RT-qPCR. *Actb* mRNA was used as a loading control (*n* = 3). Data were shown as mean ± SEM; ***P* < 0.01; ns=no significant.

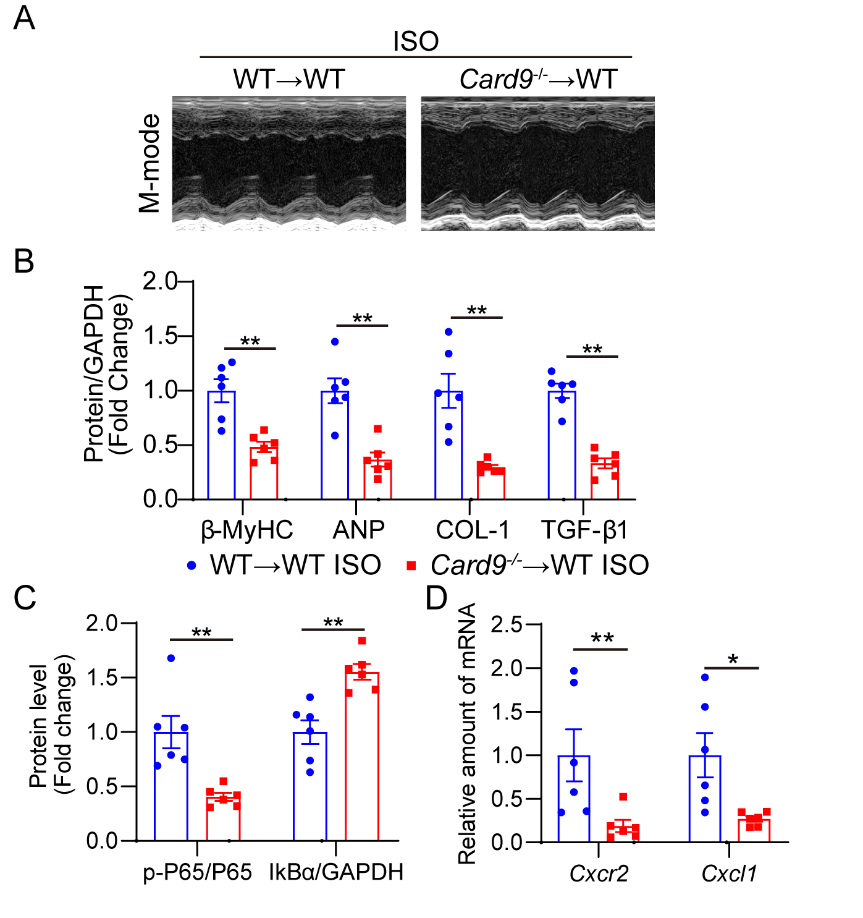

**Supplementary Figure S5: Marrow-derived cell CARD9 mediated ISO-induced cardiac injuries.**

WT mice were irradiated and administered bone marrow cells from either WT or *Card9^-/-^* mice. Mice were then administered 30 mg·kg^−1^·d^−1^ ISO for 2 weeks. (A) Representative M-mode echocardiographic images of left ventricle. (B) Densitometric quantification of immunoblots in Fig. 3G (*n* =6). (C) Densitometric quantification of immunoblots in Fig. 3I (*n* =6). (D) The mRNA levels of *Cxcr2* and *Cxcl1* in heart tissues were determined using RT-qPCR. *Actb* mRNA was used as a loading control (*n* = 6). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01.

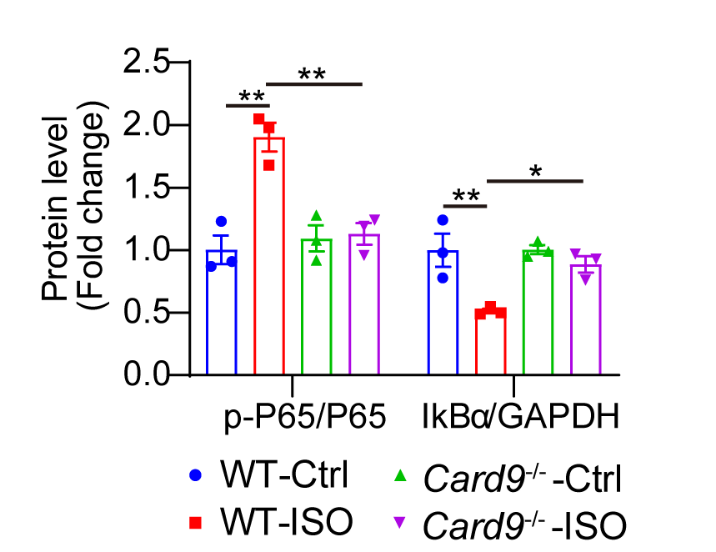

**Supplementary Figure S6: Macrophage CARD9 blockade prevented ISO-induced inflammatory responses in vitro.**

Densitometric quantification of immunoblots in Fig. 4B (*n* =3). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01.

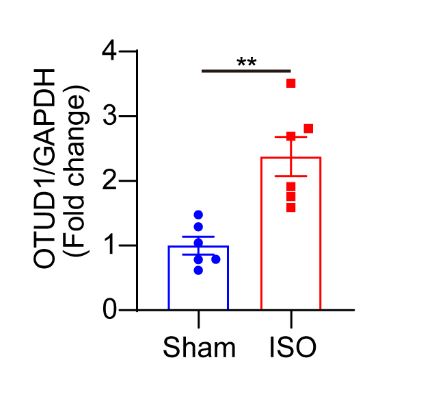

**Supplementary Figure S7: The expression of OTUD1 was up-regulated in heart tissues upon ISO infusion.**

Densitometric quantification of immunoblots in Fig. 5C (*n* =6). Data were shown as mean ± SEM; ***P* < 0.01.

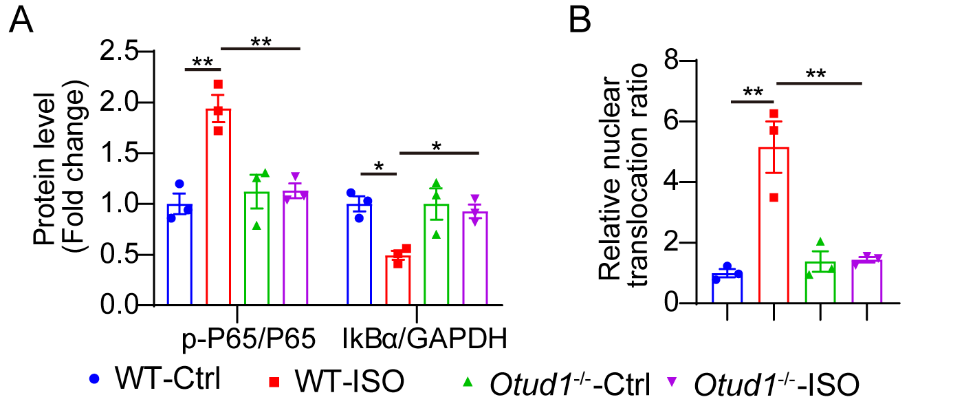

**Supplementary Figure S8: OTUD1 deficiency inhibited ISO–induced inflammatory responses in macrophages.**

(A) Densitometric quantification of immunoblots in Fig. 6C (*n* =3). (B) Quantification of intensity in Fig. 6D (*n* =3). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01.

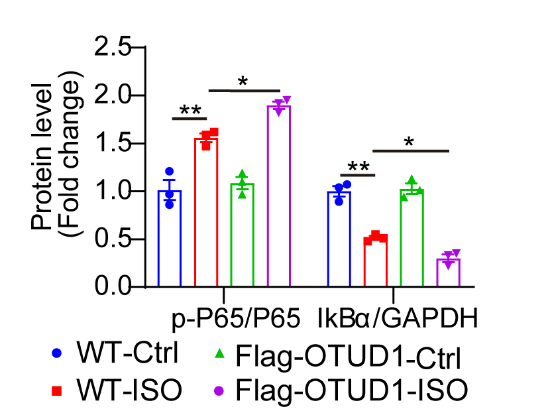

**Supplementary Figure S9: OTUD1 overexpression accelerated ISO–induced inflammatory responses in macrophages.**

Densitometric quantification of immunoblots in Fig. 6G (*n* =3). Data were shown as mean ± SEM; *n* = 3; * *P* < 0.05, ** *P* < 0.01.

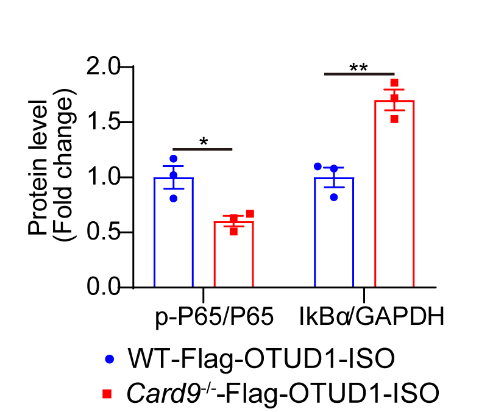

**Supplementary Figure S10: NF-κB activation induced by OTUD1 overexpression in MPMs was significantly limited in *Card9* knockout mice.**

Densitometric quantification of immunoblots in Fig. 6H (*n* =3). Data were shown as mean ± SEM; * *P* < 0.05, ** *P* < 0.01.

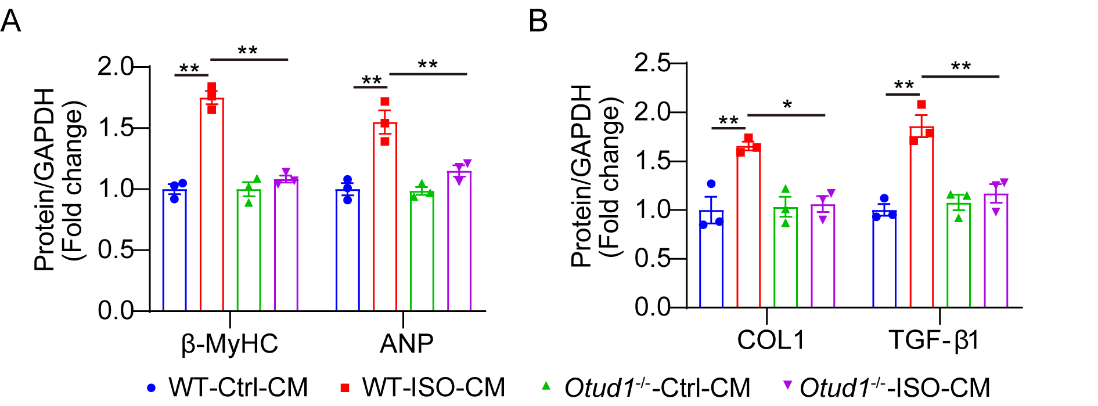

**Supplementary Figure S11: Macrophage OTUD1 deficiency suppressed the cellular crosstalk between macrophages and other cardiac cells.**

(A) Densitometric quantification of immunoblots in Fig. 6J (*n* =3). (B) Densitometric quantification of immunoblots in Fig. 6K (*n* =3). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01.

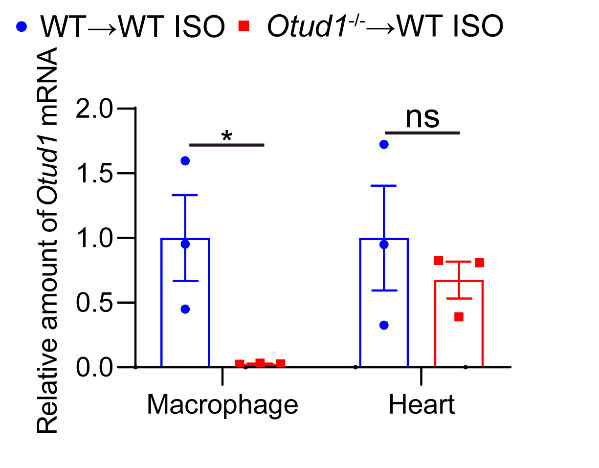

**Supplementary Figure S12: Bone marrow transplant has been established successfully.**

The mRNA levels of *Otud1* in isolated macrophages and heart tissues were determined using RT-qPCR. *Actb* mRNA was used as a loading control (*n* =3). Data were shown as mean ± SEM; **P* < 0.05; ns=no significant.

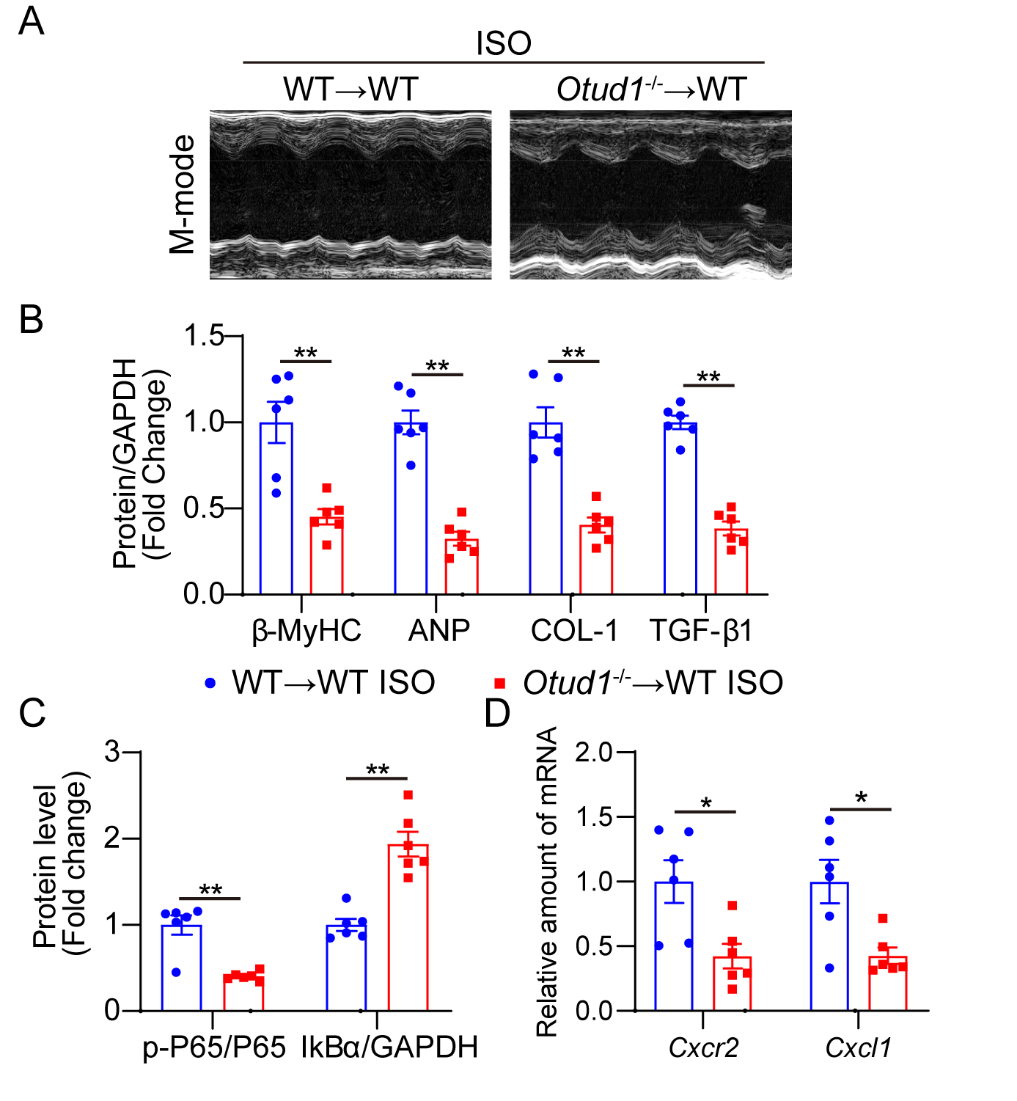

**Supplementary Figure S13: Bone marrow-derived macrophage OTUD1 deficiency decreased ISO-induced cardiac remodeling.**

WT mice were irradiated and administered bone marrow cells from either WT or *Otud1^-/-^* mice. Mice were then administered 30 mg·kg^−1^·d^−1^ ISO for 2 weeks. (A) Representative M-mode echocardiographic images of left ventricle. (B) Densitometric quantification of immunoblots in Fig. 7I (*n* =6). (C) Densitometric quantification of immunoblots in Fig. 7K (*n* =6). (D) The mRNA levels of *Cxcr2* and *Cxcl1* in heart tissues were determined by RT-qPCR. *Actb* mRNA was used as a loading control (*n* =6). Data were shown as mean ± SEM; **P* < 0.05; ***P* < 0.01.

**Supplementary Table S1. Reagent list used in this study.**

| Reagent | Source | Catalogue |
| --- | --- | --- |
| DAPI | Beyotime Biotech | C1006 |
| Lipofectamine 3000 | Thermo Fisher | L3000015 |
| Isoprenaline | Med Chem Express | HY-B0468 |
| MG132 | Med Chem Express | HY-13259 |
| CHX | Med Chem Express | HY-12320 |
| GAPDH antibody | Santa Cruz Biotechnology | sc-365062 |
| CARD9 antibody | Santa Cruz Biotechnology | sc-374569 |
| Goat anti-mouse IgG H&L (TRITC) antibody | Abcam | ab6786 |
| Goat anti-rabbit IgG H&L (Alexa Fluor 488) antibody | Abcam | ab150077 |
| F4/80 antibody | Cell Signaling Technology | 30325 |
| phospho-NFκB P65 (Ser536) antibody | Cell Signaling Technology | 3033 |
| NF-κB P65 antibody | Cell Signaling Technology | 8242 |
| BCL10 | Cell Signaling Technology | 4237 |
| HRP-conjugated goat anti-mouse IgG antibody | Cell Signaling Technology | 7076 |
| HRP-conjugated goat anti-rabbit IgG antibody | Cell Signaling Technology | 7074 |
| α-actinin antibody | Proteintech | 11313-2-AP |
| Vimentin antibody | Proteintech | 10366-1-AP |
| β-MyHC antibody | Proteintech | 22280-1-AP |
| ANP antibody | Proteintech | 27426-1-AP |
| COL-1 antibody | Proteintech | 14695-1-AP |
| TGF-β1 antibody | Proteintech | 21898-1-AP |
| Myc tag antibody | Proteintech | 16286-1-AP |
| DYKDDDDK tag antibody | Proteintech | 66008-4-Ig |
| HA tag antibody | Proteintech | 51064-2-AP |
| GFP tag antibody | Proteintech | 50430-2-AP |
| FITC-conjugated wheat-germ agglutinin (WGA-FTIC) | Gene Tex | GTX01502 |
| OTUD1 antibody | Bioss | bs-17563R |
| H&E kit | Solarbio Life Sciences | G1120 |
| Picro Sirius Red stain | Solarbio Life Sciences | S8060 |
| mouse IL-6 uncoated ELISA Kit | ebioscience | 88-7064-77 |
| mouse TNF-α uncoated ELISA Kit | ebioscience | 88-7324-88 |
| RNAiso Plus | Takara | 9109 |
| PrimeScript™ RT reagent kit | Takara | RR037A |
| SYBR Green reagent kit | Vazyme | R223-00 |
| RIPA buffer | Beyotime Biotech | P0013C |
| Bradford assay | Bio-Rad | 5000205 |
| enhanced chemiluminescence | Bio-Rad | 1705062 |
| osmotic pump | Alzet MODEL | 1002 |

**Supplementary Table S2. Primer sequences for qPCR.**

| Gene | Species | Squence |
| --- | --- | --- |
| *Card3* | Mouse | AAATCATCCCCCACAGGAG  GGTCCAGGAGAACCAGTGTT |
| *Card4* | Mouse | TTTAAGGGTGAAGCCAAAGG  GGCAGACAAATCAGGATTCAG |
| *Card5* | Mouse | GAGCAGCTGCAAACGACTAA  GTCCACAAAGTGTCCTGTTCTG |
| *Card6* | Mouse | TTTCCTCCGGTGTTTGTCTAATG GTTCACCCCCACAGTCTCTTC |
| *Card9* | Mouse | ACTATGAGAATGACGACGAGTGC  GATCCGGGAGGGGTCAATG |
| *Card10* | Mouse | TCAGCACCTACCGTTTCCC  CCTCATCAAGGATCATGGAGC |
| *Card11* | Mouse | TCTCCAGAGCGAGTTTCTTCTT  TGTTTTCTGACCGGCTGAC |
| *Card12* | Mouse | TGATCTCCAAGAGATGAAGTTGG  GATCAAATTGTGAAGATTCTGTGC |
| *Card14* | Mouse | CAGCCGCATGAAACGTGAG  TCCTTCTCTCTGAGTGCGTTG |
| *Card15* | Mouse | CAGGTCTCCGAGAGGGTACTG GCTACGGATGAGCCAAATGAAG |
| *Myh7* | Mouse | ACTGTCAACACTAAGAGGGTCA TTGGATGATTTGATCTTCCAGGG |
| *Nppa* | Mouse | AAGAACCTGCTAGACCACCTGGAG TGCTTCCTCAGTCTGCTCACTCAG |
| *Col1a1* | Mouse | TGGCCTTGGAGGAAACTTTG  CTTGGAAACCTTGTGGACCAG |
| *Tgfb1* | Mouse | CTCCCGTGGCTTCTAGTGC  GCCTTAGTTTGGACAGGATCTG |
| *Il6* | Mouse | GAGGATACCACTCCCAACAGACC  AAGTGCATCATCGTTGTTCATACA |
| *Tnf* | Mouse | TGATCCGCGACGTGGAA  ACCGCCTGGAGTTCTGGAA |
| *Cxcr2* | Mouse | ATGCCCTCTATTCTGCCAGAT  GTGCTCCGGTTGTATAAGATGAC |
| *Cxcl1* | Mouse | CTGGGATTCACCTCAAGAACATC  CAGGGTCAAGGCAAGCCTC |
| *Clec7a* | Mouse | GGGTGCCCTAGGAGGTTTTT  TGCTGATCCATCCTCCCAGA |
| *Clec6a* | Mouse | AAGCGGAGCAGAATTTCATCA  CCATTTGCCATTACCTTGTGGA |
| *Clec4e* | Mouse | AGTGCTCTCCTGGACGATAG  CCTGATGCCTCACTGTAGCAG |
| *Otud1* | Mouse | AGAGGCAGGACAAGTACCTGA  CCCGTACACAGTCTTGCTGAC |
| *Usp15* | Mouse | CCGTGGATGAAAACCTGAGTAG  TTCTCTTAGGCAGACAGGGATAA |
| *Trim62* | Mouse | TGCGAGCACTACTTCTGCC  CTTGACCTTGTCGTGAGCC |
| *Actb* | Mouse | CCGTGAAAAGATGACCCAGA  TACGACCAGAGGCATACAG |

How the deposited data were processed for this re-analysis (not part of the article)

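Single-cell RNA sequencing was analysed for 2 libraries of mouse heart, 1 from Sham mice and 1 from mice after transverse aortic constriction (TAC), a surgical narrowing of the aorta that overloads the left ventricle. By the sample labels, TAC was done at 8 weeks of age and lasted 6 weeks, and each library combined 3 to 5 hearts. The paper reports on the Sham library only, and the TAC library is used in the closing section only. The deposited values are counts: the authors counted UMIs per gene and barcode with Cell Ranger (version 6.0 in the paper, 7.1.0 in the header of the matrices) and deposited them without normalization. The paper names Seurat 4.0 for the later steps and its text names no filter on cells, so the settings were chosen here. The genome build is not named in the paper's text; of the 55357 gene identifiers, 52081 (94.1%) are in GENCODE M21, which was used for gene positions. The Sham matrix held 28146691 UMIs in 9935 barcodes and the TAC matrix 29108986 UMIs in 9932 barcodes, with medians of 1964 and 2143 UMIs per barcode. Both matrices shared 32 barcode sequences, which were kept.

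The counts were read and analysed with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and Python 3.11.15. Barcodes with fewer than 200 detected genes were removed, no limit was set on the mitochondrial share, and doublets were called with Scrublet in each library at an expected rate of 0.8% per 1000 cells. Scrublet's own threshold marked 459 Sham barcodes (4.62%) and 479 TAC barcodes (4.82%), which were removed, leaving 9475 and 9452 cells. Each library was clustered by itself with seed 1, on 30 principal components of 2000 variable genes and 15 neighbours, after normalization to 10000 UMIs and a log transformation. The genes named by the study and the mitochondrial genes were left out of the clustering.

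The samples, the markers of 18 cell types, the filters, the rule for named genes and the alternatives were fixed before the data were examined. A cluster was named from at least 3 markers that were seen in at least 10% of its cells with a log2 fold of at least 1 over the other cells, with 0.05 added to levels per 10000 UMIs. A cluster stayed unnamed where its top 10 genes by fold, among genes seen in at least 25% of its cells, held more markers of another type, or where its UMIs were low and no marker was among those genes. These cutoffs were set after the matrices had been opened and before the first clustering. A further rule was added after the first clustering had been seen: a cluster with at least 3 cell-cycle genes among its top 10 stays unnamed. It applied to 1 Sham cluster of 49 cells with 4 Card9 UMIs, which had 5 dendritic cell markers and would otherwise be named dendritic cells, and to no TAC cluster.

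For each cell type the UMIs were summed and given per 1000000 UMIs, with exact Poisson 95% intervals, and shares with exact Clopper-Pearson 95% intervals. A count of 0 was given the limit of 3 counts. Ratios between the libraries have exact conditional binomial intervals. With 1 library per condition there was no test and no p-value, and intervals and ratios describe these libraries and cover counting error only. To compare shares of cells with a UMI, cells were thinned to 1000 UMIs in 1 random draw. The named genes were those of the study, and the 5 highest and 5 lowest in the ratio of TAC to Sham macrophages among genes with at least 100 UMIs in one library and 5 in the other, without mitochondrial, marker and hemoglobin genes. Zbtb16 is among the latter; Fkbp5, Nppb, Acta1 and Postn were added after their values were seen, from a wider set of glucocorticoid, clock and stress genes that had been looked at. Gene lists were set against 10000 random lists of genes matched on mean level, with 1 added to levels per 1000000 UMIs, over the list's genes with at least 20 UMIs in the cell type.

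The steps were tested on simulated data. For the ratio of TAC to Sham macrophages, 4791 genes passed the count minimum in the simulated libraries, of which 197 had been changed 4-fold, and 100% of these were recovered, while 0% of the 4594 unchanged genes passed 2-fold. For the naming of Sham cells, 9389 cells drawn from the profiles of the named cell types over 55357 genes were clustered, and 100% received the type they were drawn from. The first test draws Poisson counts from 1 pooled profile, so its 100% and 0% cover counting error only. It holds no UMIs bunched in 1 cell, no free RNA and no differences in clustering. The second test draws from clean profiles found by the same steps, so it checks the code and not whether the names are right. The alternatives were at least 500 detected genes, at most 25% or 10% mitochondrial UMIs, no doublets removed, resolution 0.5 or 2, 3000 variable genes with 50 principal components, clustering of both libraries together, cell types from each cell's own markers, monocytes and dendritic cells counted with macrophages, pericytes counted with smooth muscle cells, levels without mitochondrial genes, and thinning to 500 or 2000 UMIs or none. Naming without the cell-cycle rule was added after the data were seen.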

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

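In the TAC library, which the paper does not report on, the 33 genes named by the study were screened in 5 cell types, 165 pairs in all. A pair was listed when its TAC level was at least 2 times the Sham level, with at least 20 TAC UMIs and intervals that did not overlap. These limits were chosen after per-gene values had been seen; at 1.5 times in place of 2, 8 pairs are listed in place of 6, with Ripk2 and Vim in macrophages added. The tests on ribosomal protein mRNAs and on single cells, and the way they were divided over genes and cell types, were chosen after the result was seen. The test on immediate-early genes was written before those genes were looked at. With 1 library per condition, none of these differences has a replicate check.

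Pycard, which the paper lists as Card5, was at 5.79 per 1000000 UMIs in TAC cardiomyocytes against 1.78 in Sham (ratio 3.26, 2.03 to 5.39), at 7.59 against 3.13 in fibroblasts (ratio 2.42, 1.34 to 4.57) and at 9.88 against 2.47 in endothelial cells (ratio 3.99, 1.65 to 11.7). The TAC UMIs lay in 70 cardiomyocytes, 33 fibroblasts and 29 endothelial cells. No single cell decided these differences, since the largest share of a gene's TAC UMIs in 1 cell was 9.04% over Pycard and Cxcl1. A larger share of mature mRNA in the TAC library would raise ribosomal protein mRNAs by a like factor. For cardiomyocytes and endothelial cells this is argued against, as those mRNAs had ratios of 1.06 and 0.942, below the intervals of Pycard. For fibroblasts it stays open, as their ratio of 1.42 lies inside the Pycard interval. Macrophages and pericytes did not pass the screen. In macrophages, where Pycard was highest, its ratio was 1.28 (0.831 to 2.00), about the ribosomal protein ratio of 1.29 there. In pericytes the Pycard ratio was 2.03 (0.831 to 5.44), an interval that includes the ribosomal protein ratio of 1.19. Both Pycard intervals include 1. An effect of TAC and a difference between the library preparations stay open and were not tested, since each condition has 1 library.

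Otud1 was at 4.50 per 1000000 UMIs in TAC cardiomyocytes against 2.00 in Sham (ratio 2.25, 1.40 to 3.69). Of its 59 TAC UMIs, 20 lay in 1 cell (33.9%). Without that cell the ratio was 1.49 (0.887 to 2.52), an interval that includes 1. Whether the difference goes beyond this cell stays open, because the other UMIs are too few. When cells were typed by their own markers the ratio was 1.01. An effect of TAC was not tested.

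Il6 was at 3.89 per 1000000 UMIs in TAC fibroblasts against 0.184 in Sham (ratio 21.1, 3.38 to 876). Its 20 TAC UMIs lay in 3 cells, and 16 of them (80%) in 1 cell. Without that cell the ratio was 4.23 with an interval of 0.419 to 208, so the difference rests on that cell and may be a chance catch of a rare cell. A ratio could be formed under 5 of the 12 alternatives that apply, because under the others the fibroblasts of at least 1 library held 0 Il6 UMIs.

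Cxcl1 was at 32.3 per 1000000 UMIs in TAC fibroblasts against 10.5 in Sham (ratio 3.08, 2.27 to 4.23), with 166 TAC UMIs in 89 cells. The ratio stayed between 2.22 and 3.40 over the 12 alternatives that apply. A candidate explanation for Cxcl1, and for the Il6 cell, is a stronger response to cell handling in the TAC preparation, which induces immediate-early genes. In fibroblasts all 10 immediate-early genes of the list were higher in TAC, and their median log2 ratio of 0.71 lay at the 99.98th percentile of 10000 matched lists, which is what this explanation predicts. The percentile was 98.1 in cardiomyocytes, 72 in macrophages, 18.8 in endothelial cells and 9.82 in pericytes. Induction of these genes in the heart by TAC would give the same result and was not tested apart from it.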

How the results depend on the processing

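The naming without the cell-cycle rule was added after the result was seen. The choice of Fkbp5, Nppb, Acta1 and Postn among the single genes was also made after their values were seen. The other alternatives were set beforehand. Of the results on Card9 and on shares of cells, 284 stayed within their 95% interval under an alternative and 32 moved out of it. The 284 include alternatives that could not change a result. A reversal was counted only for a ratio of TAC to Sham with an interval that excludes 1. No result among these was such a ratio, so the count of 0 reversals was fixed beforehand and tells nothing. The Card9 level of Sham macrophages stayed between 31.6 and 38.0 per 1000000 UMIs over the 12 alternatives that apply to it, and that of TAC macrophages between 31.5 and 36.4, while no other large Sham type exceeded 1.32. The ratio of TAC to Sham macrophages stayed between 0.958 and 1.03. None of these left its 95% interval. Naming the cell-cycle cluster by its markers and counting dendritic cells with macrophages gave 79.6% of the Sham Card9 UMIs in macrophages. Counting monocytes and dendritic cells with macrophages tested nothing, because no cluster had either name. No paired analysis was possible because each condition has 1 library and no test was made.

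Typing each cell by its own markers moved the most results. Macrophages then held 58.3% of the Card9 UMIs in Sham and 68.6% in TAC, against 75.9% and 79.7% by clusters. In Sham they were 11.1% of the cells, with 10.5% cardiomyocytes, 17.0% fibroblasts and 18.3% endothelial cells. In TAC the shares were 11.7%, 11.5%, 16.7% and 22.2%. This setting left 2897 Sham and 2333 TAC cells without a type, which held 34 and 24 Card9 UMIs.

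Of the cell shares, that of fibroblasts moved out of its interval under the most alternatives, 6 of 11 in Sham and 5 of 11 in TAC, with the typing of each cell by its own markers among them. In Sham it was 24.2%, and it fell to 15.2% with at least 500 detected genes, 17.4% with at most 25% mitochondrial UMIs, 14.5% with no doublets removed, 20.9% at resolution 2 and 18.7% with both libraries clustered together. In TAC it was 22.2%, and it fell to 14.5% with at most 25% and 14.8% with at most 10% mitochondrial UMIs, 20.8% with no doublets removed and 14.8% with both libraries clustered together. In each of the settings with a share given here a cluster with 8 fibroblast markers stayed unnamed and had Vcan, a monocyte marker of the fixed list, among its top 10 genes; it held 880 Sham cells with at least 500 detected genes and 924 with no doublets removed. The marker list thus sets the share of fibroblasts in these settings.

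With at least 500 detected genes the Sham shares of cardiomyocytes and endothelial cells were 27.9% and 18.4%, and the TAC share of endothelial cells was 22.5%. With no doublets removed the TAC shares of cardiomyocytes and smooth muscle cells were 24.2% and 0.876%. With pericytes counted as smooth muscle cells, the latter were 11.8% in Sham and 11.5% in TAC, by construction. The share of Sham cells with a Card9 UMI follows the depth: it was 1.20% of macrophages at 500 UMIs and 5.19% at 2000 UMIs, where 0.574% of cardiomyocytes and 0% of endothelial cells (upper limit 1.72%) had one, and without thinning it was 5.38% of macrophages and 0.677% of cardiomyocytes.

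Among single genes, Postn in fibroblasts reversed. Its ratio of TAC to Sham was 0.706, but 9.48 with at least 500 detected genes and 3.80 at resolution 2, where the unnamed Sham cluster with fibroblast markers held 489 and 428 of the Postn UMIs. Over all cells of each library, whatever their type, the ratio was 0.936 (0.846 to 1.04), so no direction is read from it. In the fibroblasts it was 0.0824 with at most 10% mitochondrial UMIs and 0.486 with both libraries clustered together. Of the other single genes, 14 values moved out of their intervals without a change of direction. The depth limits the Card9 results in rare types: in the 50 smooth muscle cells the interval of the Card9 level reaches 29.0 per 1000000 UMIs, just below the lower end of 29.5 in macrophages.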

Differences from the paper's values

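The paper's figure names T cells and smooth muscle cells among its 6 main cell types and does not name pericytes. In the rebuilt clusters of the Sham library the 37 cells led by T cell genes had 2 of the fixed T cell markers and stayed unnamed. Sham cells were named T cells with at least 500 detected genes (30 cells) and with both libraries clustered together (38 cells). By its own markers 1 cell was named so. Whether these were the same cells was not followed. Pericytes, with 1065 cells, were the larger mural cell type, and smooth muscle cells were 50. With pericytes counted as smooth muscle cells, which was among the alternatives set before the data were examined, there were 1115 smooth muscle cells.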

Other observations

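The test of a separate list of glucocorticoid-induced genes was written before those genes were looked at. The tests on nuclei, mitochondrial filtering, Card9 in cardiomyocytes, free RNA, time of day and exchanged labels were chosen after the result was seen. Each condition has 1 library, so no difference between Sham and TAC has a replicate check.

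In TAC, Card9 stayed in the same cell type. Macrophages had 94 of the 118 Card9 UMIs, 79.7% (71.3 to 86.5), and a level of 36.0 per 1000000 UMIs (29.1 to 44.1). The ratio to Sham was 0.971 (0.714 to 1.32), so no difference was detectable at this depth. Macrophages were 14.2% of the TAC cells (13.5 to 15.0). The paper's single-cell claim on Card9 concerns the Sham group, which the Sham library covers. Its other claims on CARD9 concern hearts infused with isoproterenol and cultured cells, which these libraries do not cover.

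Both libraries look like nuclei, although the paper and the labels describe dissociated cells. Mitochondrial UMIs were 0.591% of the Sham and 0.509% of the TAC total, and the nuclear RNA Malat1 was 10.3% and 11.8%. Removal of barcodes rich in mitochondrial UMIs before deposit is argued against, since a Sham barcode with 84.8% remained. Cardiomyocytes are packed with mitochondria, yet their median mitochondrial share was 0.234% in Sham and 0.128% in TAC, below the lowest median of the other 5 types (0.353% and 0.245%). This is consistent with nuclei, a hypothesis that the files alone do not settle. No biological explanation was tested.

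Cardiomyocytes held 17 Card9 UMIs in each library. Macrophage doublets are argued against: 3 of the 34 cardiomyocytes with a Card9 UMI (8.82%, 1.86 to 23.7) had a UMI of a macrophage marker, against 98.6% of Sham macrophages. Free RNA at one rate in all types is argued against as well: fibroblasts would then hold 13.5 Card9 UMIs in both libraries, and they held 3 (upper limit 8.77). RNA of the antisense gene Gm13562 counted as Card9 stays open: at the 34 Card9 to 119 Gm13562 UMIs of the cardiomyocytes, the 36 Gm13562 UMIs of the fibroblasts would bring 10.3 Card9 UMIs, more than the 3 found, but the ratio of the 2 types, 3.41, has an interval (0.981 to 18.4) that just includes 1. A low level of Card9 in cardiomyocytes may remain, as a hypothesis, and no effect of TAC on it was tested.

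Between TAC and Sham macrophages, the genes with the highest ratio were Gm17268 (8.13), Uchl4 (6.23), 4930479D17Rik (5.23), Gm31243 (4.72) and Gm26749 (4.52). Those with the lowest were Ptgds (0.121), Zbtb16 (0.183), Pnpla2 (0.252), Coro6 (0.278) and Fbn1 (0.322). The median log2 ratio over the 4917 genes with enough UMIs was 0.02. Fbn1 depends on the cells kept, with 0.848 when no doublets were removed and 0.553 with 3000 variable genes and 50 principal components. Ptgds is a cardiomyocyte gene here, at 489 per 1000000 UMIs in Sham cardiomyocytes and 73.9 in TAC. In Sham its level in macrophages, fibroblasts, endothelial cells and pericytes lay between 42.7 and 70.1, within 1.64-fold, as free RNA from cardiomyocytes would give; smooth muscle cells, with 1 UMI, were lower at 7.85. How much free RNA there was is not settled, since a gauge by Ttn would give 13.7 in macrophages and a gauge by Acta1 184, where 50.7 was found. Its fall in macrophages may thus come from cardiomyocytes, and a fall in macrophages themselves was not tested. Coro6 was, like Ptgds, among the top 10 genes of a Sham cardiomyocyte cluster. Free RNA was not tested for Coro6 and stays open there.

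Zbtb16 and Fkbp5, which glucocorticoids induce, were lower in TAC in all 5 large cell types. The ratio of Zbtb16 was between 0.183 in macrophages and 0.419 in cardiomyocytes, and that of Fkbp5 between 0.326 in cardiomyocytes and 0.548 in fibroblasts. If free RNA has the makeup of the barcodes it comes from, it cannot lift another cell type above them. On this premise, cardiomyocytes as the source are argued against for Fkbp5. Its Sham level in the other 4 types was 1.67 to 8.47 times that of cardiomyocytes. The same holds for Zbtb16 in fibroblasts, with 1.11 times. The premise may fail if the barcodes hold nuclei, because free RNA of the cytoplasm could then exceed the level in the nuclei. On the same premise, this source is argued against for Zbtb16 in the other types as well. Its Sham level was 54.8% (52.7 to 56.9) of the cardiomyocyte level in macrophages, 79.3% (76.8 to 81.8) in endothelial cells and 63.8% (61.3 to 66.3) in pericytes. Free RNA would bring the 10 cardiomyocyte markers of the fixed list to like percentages, but the highest of them, Myl3, reached 35.6% (31.0 to 40.6), 47.0% (42.0 to 52.6) and 38.9% (33.7 to 44.6), and Myh6 only 5.55% in macrophages. Among other genes looked at, Nppa, with 14 UMIs in macrophages, is too sparse to part from Zbtb16 (40.9%), and so is Acta1. These markers were taken as the gauge after the values were seen. In macrophages they reached unlike percentages, from 5.43% for Ryr2 to 35.6% for Myl3, so the premise does not hold for every gene. Whether it holds for Zbtb16 and Fkbp5 was not tested. Less glucocorticoid exposure of the TAC mice was a candidate explanation and stays open. The list of up to 10 other glucocorticoid-induced genes was lower than matched lists in 1 of 5 cell types, cardiomyocytes (median log2 ratio -0.42, below all 10000 lists, with 8 of 10 genes lower). Its median was at the 2.72nd percentile in fibroblasts, the 5.25th in endothelial cells, the 24.7th in pericytes and the 57.3rd in macrophages. The outcome set beforehand against this explanation, a median inside the matched lists in at least 3 types, was thus met. It was not taken to exclude the explanation, a choice made after the values were seen, because the list's genes went both ways and its median lay above the matched lists in no type. In pericytes 8 of 9 genes were lower, in fibroblasts and endothelial cells 6 of 10 and in macrophages 4 of 9. A different time of day at dissection would part the clock genes: the median of 7 clock targets was lower and that of Arntl, Npas2 and Clock higher in 3 of 5 cell types, and both medians moved the same way in macrophages and endothelial cells, so it stays open. An effect of TAC was not tested.

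Markers of overload did not move together in TAC cardiomyocytes. Myh7 was higher, with a ratio of 1.36 (1.32 to 1.40), while Nppa (0.758, 0.611 to 0.937), Nppb (0.772, 0.675 to 0.883) and Acta1 (0.355, 0.294 to 0.426) were lower. An exchange of the library labels would lower Myh7 too, which it did not, but the other genes go the way an exchange would give, so it stays open. This reading over all these genes was chosen after their values were seen. The direction of each TAC ratio given here depends on the labels.

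Otud1 mRNA, whose protein the paper studies in macrophages, was sparse in every large cell type of Sham. Macrophages held 7 of its 74 Sham UMIs (9.46%, 3.89 to 18.5), near their 8.51% of all Sham UMIs. In TAC, macrophages held 4 Otud1 UMIs. The Otud1 level in Sham was 3.17 (1.27 to 6.53) in macrophages. It was 2.00 in cardiomyocytes, 3.87 in fibroblasts, 4.12 in endothelial cells and 2.72 in pericytes, all inside the macrophage interval. The receptors upstream of CARD9 lay mostly in macrophages in Sham, with 90.1% (81.5 to 95.6) of the Clec7a and 94.3% of the Clec4n UMIs, whereas Malt1 had 8.44% (7.15 to 9.87) of its UMIs there. Bcl10 had 35.2% (31.1 to 39.4). In macrophages Clec7a and Bcl10 were lower in TAC, with ratios of 0.510 (0.343 to 0.752) and 0.586 (0.464 to 0.738). Bcl10 was also lower in endothelial cells (0.698, 0.496 to 0.983) and pericytes (0.543, 0.319 to 0.908). In cardiomyocytes (1.02, 0.790 to 1.32) and fibroblasts (1.04, 0.755 to 1.44) its intervals include 1. No explanation was tested. The next ratios are for macrophages. Clec4n (1.15, 0.917 to 1.46), Clec4e (1.81, 0.696 to 5.26) and Malt1 (1.18, 0.943 to 1.47) had ratios above 1 with intervals that include 1. The labels give male mice for TAC, and both libraries carried the Y-linked genes: Ddx3y had 328 UMIs in Sham and 303 in TAC macrophages, and Xist had 1 and 0. Over all cells Xist had 34 UMIs in Sham and 65 in TAC, of which 24 and 52 lay in cardiomyocytes (ratio 2.23, 1.35 to 3.78), and its source was not tested.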
